# Testosterone Affects Neural Gene Expression Differently in Male and Female Juncos: A Role for Hormones in Mediating Sexual Dimorphism and Conflict

**DOI:** 10.1371/journal.pone.0061784

**Published:** 2013-04-16

**Authors:** Mark P. Peterson, Kimberly A. Rosvall, Jeong-Hyeon Choi, Charles Ziegenfus, Haixu Tang, John K. Colbourne, Ellen D. Ketterson

## Abstract

Despite sharing much of their genomes, males and females are often highly dimorphic, reflecting at least in part the resolution of sexual conflict in response to sexually antagonistic selection. Sexual dimorphism arises owing to sex differences in gene expression, and steroid hormones are often invoked as a proximate cause of sexual dimorphism. Experimental elevation of androgens can modify behavior, physiology, and gene expression, but knowledge of the role of hormones remains incomplete, including how the sexes differ in gene expression in response to hormones. We addressed these questions in a bird species with a long history of behavioral endocrinological and ecological study, the dark-eyed junco (*Junco hyemalis*), using a custom microarray. Focusing on two brain regions involved in sexually dimorphic behavior and regulation of hormone secretion, we identified 651 genes that differed in expression by sex in medial amygdala and 611 in hypothalamus. Additionally, we treated individuals of each sex with testosterone implants and identified many genes that may be related to previously identified phenotypic effects of testosterone treatment. Some of these genes relate to previously identified effects of testosterone-treatment and suggest that the multiple effects of testosterone may be mediated by modifying the expression of a small number of genes. Notably, testosterone-treatment tended to alter expression of different genes in each sex: only 4 of the 527 genes identified as significant in one sex or the other were significantly differentially expressed in both sexes. Hormonally regulated gene expression is a key mechanism underlying sexual dimorphism, and our study identifies specific genes that may mediate some of these processes.

## Introduction

Selection often favors different traits or trait values in males and females, giving rise to sexually antagonistic selection [1]–[3]. These sexually antagonistic patterns of selection have the potential to constrain evolution [4], resulting in less fit intermediate phenotypes [5]–[7], even in the face of strong selection [8]. As a consequence, genetic, developmental and physiological mechanisms that favor sex-specific phenotypes and sexual dimorphism are expected to be favored, thus reducing sexual conflict.

One way to achieve sexual dimorphism and to relieve sexual conflict is to regulate conflicting traits with signaling molecules that circulate at different levels in the two sexes [9]. Specifically, testosterone (T) is a steroid hormone that circulates at higher levels in males than females in many species and regulates a number of sexually dimorphic phenotypes including: sexual signals [10], aggression [11], breeding state [12], and courtship behavior [13]. In many temperate-zone songbirds, males sing during the breeding season and females do not, and the seasonal shift to singing behavior is mediated by T in males [14], [15]. In some species, females exposed to experimentally elevated T develop male-like neuroanatomy and can be induced to sing ([16]; reviewed in [17]), suggesting that adult sex differences in hormone levels give rise to some sexual dimorphisms.

Males and females share largely identical genomes, and sexually dimorphic behavior in many species is thought to arise from sexually dimorphic gene expression (reviewed in [18]). For example, whole brains in songbirds show marked sex differences in the expression of hundreds of genes [19], and differences in gene expression between the sexes in the brains of cichlid fish (*Astatotilapia burtoni*), outnumber those between two phenotypically divergent alternative male phenotypes [20]. Sex-biased gene expression has been related to sex-biased behaviors including sexual performance, aggression, and parental care [21], and steroid hormone levels, including T, are known to affect sexually dimorphic gene expression during development [21], [22] and adulthood [23].

Levels of T, however, appear to be correlated between males and females across species, which creates the potential for conflict over optimal circulating levels [24]–[26] given that traits that are beneficial in males may be detrimental in females [17]. Following this reasoning, selection might be expected to favor females with reduced capacity to respond to T (sensitivity to T) through one of many possible mechanisms [17], [27]. For example, aggression is influenced by (sensitive to) experimentally elevated T in female tree swallows (*Tachycineta bicolor*) [28], zebra finches (*Taeniopygia guttata*) [29] and red-winged blackbirds (*Agelaius phoeniceus*) [30], but is insensitive to T in female European robins (*Erithacus rubecula*) [31] and European starlings (*Sturnus vulgaris*) [32]. Such species differences in female sensitivity to T suggest that evolution can shield one sex from possible detrimental effects of selection on the other sex. The mechanisms for this shielding are still unknown, and changes in gene expression response to T may be important.

While past research has provided important insights into sexual dimorphism and the role of hormones in regulating phenotype, far less is known about the role of hormones in regulating the sex-specific gene expression that underlies these phenotypes. By bringing genomic tools to a system whose natural ecology is well known, greater understanding of the production and maintenance of sexual dimorphism should be possible.

We measured gene expression in two brain regions in males and females of a songbird, the dark-eyed junco (*Junco hyemalis*) using a species-specific microarray. We also measured the effect of exposure to experimentally elevated testosterone on gene expression by comparing experimental animals to controls of each sex. The junco is an avian system with mild sexual dimorphism [33], and its behavior, ecology, and physiology have been extensively studied over the past century [34]–[37]. Experimental and correlative studies of natural populations of the junco have linked hormonal variation to variation in phenotype [36], [38] and natural selection [39], [40] in the wild. The hormonal treatment used here has been utilized extensively in juncos [41]–[47] and other species [12], [16], [48]–[52] to induce behavioral and physiological changes that last several months [53], [54].

While many traits are related to T in both sexes of the junco, there are some traits for which females appear to be behaviorally or physiologically insensitive to T (reviewed in [17]). In both male and female juncos, higher T is related to higher aggression [43], [55], lower body-mass [45], [56], and lower immune function [43], [44]. In contrast, several phenotypes that respond to experimentally elevated T in males do not respond in females, including nestling provisioning [41], [45], [46], [57], which declines only in males, and home range size [58], [59], which increases only in males. Thus, in the junco, the sexes differ in their phenotypic response to T for some, but not all traits. We hypothesize that this difference may arise partly because of differences in transcriptional response to T-treatment.

Direct measurement of survival and reproductive success in free-living juncos also suggests that the sexes may differ in the fitness consequences of T [39], [47], [60]. In males, experimental elevation of T reduces survival, but the reduction is more than offset by an increase in extra-pair mating success [39], [61] with the result that fitness in T-treated males is greater than that of controls [39]. These results suggest that selection would favor males with higher T if such males were to occur naturally. However, females treated with T have been shown to have lower fitness than controls [47], [60], suggesting that an elevation in T in females resulting from an evolutionary response to selection on males could be detrimental to females [17]. This dynamic is consistent with sexual conflict in which the negative fitness consequences of higher T in females might constrain the response of males to selection favoring higher T [17], [39].

To address the role of hormone-mediated and sexually dimorphic transcriptional response in accounting for the behavioral effects of T, we analyzed gene expression in two brain regions related to these effects: the medial amygdala and the hypothalamus. The medial amygdala is associated with many social behaviors, including sexually dimorphic aggressive and reproductive behaviors in birds and rodents [62]–[65]. The hypothalamus regulates several aspects of homeostasis, hormone balance, and seasonal behavior [66]–[69]. Both the medial amygdala and the hypothalamus express high levels of androgen receptors [62], [70], and are thus likely to respond to experimental manipulation of T. Importantly, these brain areas are also major sites of estrogenic action, and many of the effects of sex steroids in these regions may occur after local conversion of T to estradiol [71], [72]. Furthermore, the medial amygdala plays a key role in relaying and mediating social signals between brain areas [73], and the hypothalamus is a major control center of hormones and behavior with projections extending throughout the brain [74]. Thus, transcriptional changes in these brain areas are likely to reflect not just the direct effect of sex steroids, but are also likely to be indirectly affected by T-induced behavioral changes and T-induced changes in other areas of the brain and body as well.

We first asked how baseline gene expression differed between the sexes. We predicted that control males and control females would differ in the expression of key genes related to known sex differences, such as sexual and social behavior. We then assessed the impact of experimental elevation of T within each sex. Here we predicted that T-treatment would influence genes related to traits known to respond to T-treatment in both sexes, such as immune function, metabolism, and several behaviors. Because some traits are insensitive to T in one sex, we also predicted that T would affect the sexes in contrasting ways, such that at least some of the genes that were differentially expressed between T-treated individuals and controls would differ by sex.

## Materials and Methods

### Ethics Statement

This study was carried out in strict accordance with all regulations and guidance of the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. All animal methods were reviewed and approved by the Institutional Animal Care and Use Committee at Indiana University–Bloomington (Protocol #09-037). All implants were performed with local anesthetic and euthanasia was conducted in accordance with the AVMA Guidelines on Euthanasia. Animals were captured near Mountain Lake Biological Station on publicly accessible roadways in and around Jefferson National Forest. Animal collection permits were obtained from the: U.S. Department of the Interior (Permit Number: 20261), U.S. Fish and Wildlife Service (Permit Number: MB093279-0), and Virginia Department of Game and Inland Fisheries (Permit Number: 041506).

### Animal collection and treatment

We collected 26 adult dark-eyed juncos (14 male, 12 female) from breeding grounds near Mountain Lake Biological Station (Pembroke, VA; 37° 22′ 31″N, 80° 31′ 24″W). Individuals were captured in mist-nets during the early breeding season (7 to 14 May 7 2010) and held individually in a semi-naturalistic outdoor aviary. Each individual had its own compartment (0.60×1.12×2.38 m). Animals were not acoustically or visually isolated from each other.

Following capture, individuals were treated with implants of silastic tubing that were either empty (control) or packed with crystalline T (Sigma-Aldrich, St. Louis, Missouri, USA). Males treated with T received two 10 mm implants, while females received a single 5 mm implant. These implants have been used historically in the study of the junco and have been repeatedly shown to yield physiological maximum levels of T in each sex [17]. We placed all implants subcutaneously along the right flank of the bird with a trochar needle under local anesthetic on May 14 and 15. Implants were checked the following day and again at the time of euthanasia to ensure proper placement. In all, four treatment groups were created: control males (n = 7), testosterone-treated males (n = 7), control females (n = 6), and testosterone-treated females (n = 6). Six individuals (males were randomly selected for inclusion) from each treatment group were used to analyze each tissue.

The specifics of our implant regimen were chosen to mimic previous studies and to capture the largest possible range of effects of T-treatment, including both direct and indirect effects. Testosterone is aromatizable, and many of the effects of T are known to be mediated by local conversion of T to estradiol [75]. Similarly, the duration of the implant exposure (26 days) is sufficient to establish stable phenotypic effects [37], [53], and to allow for both direct and indirect phenotypic effects of T-treatment on tissues and gene expression. Thus, we note that many of the effects of T-treatment, both phenotypic in previous studies and transcriptional in this study, are likely to be indirect stemming from conversion of T to other hormones, the interaction of T with other signaling systems, and feedback from behavioral and physiological changes directly induced by T-treatment. These direct and indirect effects reflect the natural response of the organism to elevated T levels and to the T-implants utilized in previous studies.

### Tissue collection and RNA extraction

On June 9 and 10, 26 days after treatment, individuals were euthanized by overdose of isoflurane. Sacrifices occurred between the hours of 0700 and 1230. Sexes and treatments were balanced across days and time of day due to the potential for circadian changes in expression of some genes. Tissues, including whole brains, were collected rapidly (within 20 minutes post-mortem) and stored on powdered dry ice to ensure negligible RNA degradation [76]. Brains were later dissected into 14 distinct regions using anatomical landmarks, following previously established methods [77], [78]. Briefly, each brain was placed onto a sterile, chilled glass petri dish over ice and allowed to thaw only enough to permit microdissection. After removing optic chiasm, optic tecta, and the hindbrain, we collected the diencephalon to the depth of the anterior commissure. This dissection includes the most rostral portion of the thalamus, but is largely limited to the hypothalamus [77], and so it will be referred to as hypothalamus throughout the manuscript. We then removed approximately 1 mm of the ventromedial portion of the caudal telencephalon, which is largely limited to the medial amygdala [72]. The newly separated regions were rapidly returned to −80°C. RNA was later extracted in TRIzol, following manufacturer directions (Invitrogen, Carlsbad, CA, USA). All RNA was high quality as measured by Agilent Bioanalyzer (Santa Clara, CA, USA) with RNA integrity number [79] scores ranging from 7.6–9.4.

### Microarray platform

Gene expression was analyzed using a custom microarray for the dark-eyed junco based on transcriptome sequencing [80]. Briefly, this Nimblegen 12-plex microarray (Roche Nimblegen, Inc., Madison, WI) contained 100,635 features representing 33,545 contigs (assembled sequencing reads) in triplicate covering 22,765 isogroups (putative genes). An additional 34,365 probes singly representing unassembled singletons were omitted from this analysis. Annotation was accomplished by sequence similarity against the NCBI non-redundant protein database [81] using blastx for gene identities and Blast2GO [82] for functional annotation with gene ontology (GO) terms [83].

### cDNA preparation and hybridization

Microarray experiments were conducted as described in [80] following [84]. Briefly, we performed double strand cDNA synthesis using the Invitrogen SuperScript Double-Stranded cDNA Synthesis kit with random hexamer primers and labeled cDNA using 1 O.D. CY-labeled random nonamer primer (either Cy3 or Cy5) and 100 U Klenow fragment per 1 µg ds-cDNA (following NimbleGen labeling protocols). We then hybridized 15 µg of each of two labeled samples (one Cy3, one Cy5) to each sub-array, following a full round robin design within each tissue (n = 6 per treatment group for each tissue), and followed manufacturer's directions for post-hybridization washing and scanning (Roche NimbleGen, Inc., Madison, WI). Imaging was accomplished by Axon GenePix 4200A scanner (Molecular Devices, Sunnyvale CA) with GenePix 6.0 software, and data were extracted with NimbleScan 2.4 (Roche NimbleGen, Inc., Madison WI). Raw microarray data were processed and normalized with the limma package [85] in R [86]. The microarray data are available in the NCBI Gene Expression Ominubus repository (accession number: GSE41076).

### Microarray analysis

Following normalization, we identified contigs that were expressed in each condition by comparing contig expression scores to randomized probes, as described in [80]. Using only contigs expressed in at least one of the compared treatment groups, we made three comparisons for each tissue using the limma package [85] of bioconductor in the R statistical package [86]: control males vs. control females; control males vs. testosterone-treated males; and control females vs. testosterone-treated females (n = 6 per treatment group for each tissue).

For calculations, statistics, and visualization, we used the log_2_ fold change between sexes or between treatment groups, along with the modified t-statistic and p-value, calculated in the limma package for most isogroups. However, for isogroups represented by more than one contig (4,288 of 22,765 isogroups), we calculated the mean t-value of all contigs and calculated significance on degrees of freedom equal to the total number of probes scored for the isogroup minus two. The median fold change from its representative contigs was assigned to each isogroup. To reduce false-positives, we set a false discovery threshold of 0.05 [87] and calculated global q-values (FDR control for all tissues and comparisons) using the R package qvalue [88].

We then used topGO [89] to identify the GO terms that were significantly over-represented among the significantly differentially expressed genes in each comparison using the weight algorithm [90], Fisher's exact test, and a p-value cut-off of 0.05. GO terms with fewer than five annotations were not analyzed, and terms with over-representation driven by fewer than 3 genes were not reported.

## Results

### Sex differences

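Control males (MC), T-treated males (MT), control females (FC) and T-treated females (FT) were compared in the medial amygdala and in the hypothalamus. T-treated males carried 2 subcutaneous implants of 10 mm packed with testosterone, T-treated females carried 1 implant of 5 mm, controls carried empty implants, and tissue was taken on day 26. Gene expression was measured on arrays printed with probes for contigs, the assembled stretches of junco transcripts. Each array compared labelled cDNA of 1 bird in the Cy3 channel with that of 1 bird of another group in the Cy5 channel. For each tissue there were 12 arrays, with 2 arrays for each of the 6 pairs of groups, so that 6 birds of each group were measured, 3 with each dye. Of the 12 arrays, 8 paired a male with a female. The number of arrays limits the precision of every difference.

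An array held 135000 spots with probes of 60 nt. Each of 33545 contigs had 3 different probes, which filled 100635 spots, and the other 34365 spots held single probes. In some contigs the probes overlapped each other. The deposited value of a spot is 1 log2 ratio of both channels, scanned and extracted by the authors and normalized by them with limma, a package of R. Array medians lay between -0.03 and 0.01 in the medial amygdala and between -0.01 and 0.02 in the hypothalamus. The signals of the separate channels and of the random probes were not among the values used, so the study's selection of expressed isogroups was not repeated and every contig was tested. Because no table used here pairs contigs with isogroups (the study's groups of contigs from 1 gene), differences are given per contig and without gene names.

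The ratios were read as Cy5 over Cy3. This direction is likely, from the convention of limma and from the contigs named in File S1, of which 15 of 15 entries in the tables of single comparisons then had the direction given there. The log base was taken from the methods, which give log2 fold changes. For medial amygdala arrays 7 and 9, each with a control and a T-treated female, the channel labels and the array titles name the groups in opposite orders, and the channel labels were used. The sample records describe priming of cDNA with oligo-dT and the methods describe random hexamers. The labels of sex were tested on each brain array with contigs higher in females that were chosen on the other 11 arrays of the region: their median ratio had the sign given by the labels on 8 of 8 arrays that paired the sexes in each region, and lay within 0.35 of 0 on the arrays that paired birds of one sex.

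For each contig, the mean log2 ratio of its 3 probes was fitted with limma over the 12 arrays of a tissue, with a group entered as 1 in the Cy5 channel and -1 in the Cy3 channel and with a term for dye. This left 8 residual degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method over all contigs and the 6 comparisons of both regions (sex difference of controls, and T-treated against control birds of each sex) together, and contigs with an adjusted p under 0.05 were called differentially expressed. A second fit took the 3 probes of a contig as correlated replicates (correlation 0.43 in the medial amygdala, 0.44 in the hypothalamus). It was chosen after the data were examined, and its counts are given as "with probes as replicates". It takes probes on the same 12 arrays for replicates, which are not further birds. It also uses 1 correlation per region for all contigs. Where the probes of a contig overlap, its p-values may therefore be too small.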

We identified many genes as significantly differentially expressed between control males and control females in each brain region. In the medial amygdala 651 isogroups (of 15,254 expressed) were differentially expressed between the two sexes (Figure 1a) with 476 higher in control males than females (Table S1 in file S1) and 175 higher in control females than males (Table S2 in file S1). 

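Control males and control females differed in the expression of 253 of 33545 contigs in the medial amygdala, at an adjusted p under 0.05 from limma. Of these, 76 contigs were higher in control males and 177 were higher in control females. The count higher in control males depended on single arrays, with 16 contigs without array 2, 21 without array 8 and 188 without array 7, where 186 were higher in control females. The fit with probes as replicates called 980 contigs, 630 higher in control males and 350 higher in control females, and of 100 groupings of the birds, the real one included, 10 called as many or more in that fit. The differences were of unequal size. Contigs higher in control females had a median difference of 2.86-fold, and 12 of them differed by more than 8-fold. Contigs higher in control males had a median difference of 1.79-fold, and 62 of the 76 differed by less than 2-fold.

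The contig furthest below control females in control males was contig12178, with a log2 difference (control males minus control females) of -4.16 (standard error 0.13, adjusted p = 3.9e-08 from limma). It was lower in the male on 8 of 8 arrays that paired the sexes, and its probes gave differences from -4.59 to -3.67. The first of these probes is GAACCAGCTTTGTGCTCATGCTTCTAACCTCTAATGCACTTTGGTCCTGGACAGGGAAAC, at positions 9 to 68 of the contig. Next came contig14029, with a log2 difference of -4.10 (standard error 0.17, adjusted p = 1.3e-07 from limma). Among contigs higher in control males, contig12862 had the largest log2 difference, 1.65 (standard error 0.29, adjusted p = 0.03 from limma), and was higher in the male on 8 of 8 arrays. For contig00221 the log2 difference was 1.38 (standard error 0.25, adjusted p = 0.042 from limma), with a higher value in the male on 7 of 8 arrays. These calls were not stable: with arrays 7 and 9 in title order the difference of contig12862 was 1.06 (adjusted p = 0.69 from limma), and with single arrays left out the adjusted p rose to at most 0.1 for contig12862 and 0.21 for contig00221. All 3 probes had the same sign in 245 of the 253 contigs (96.8%), against 54.3% of all contigs. Contigs were called on the mean of these same probes, which favours such agreement, so it is no separate support for the calls. Without array 2, one of the arrays that paired control males with control females, 147 contigs were called, and the count with probes as replicates was 636 without array 8 and 2140 without array 7.

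**Figure D1:**
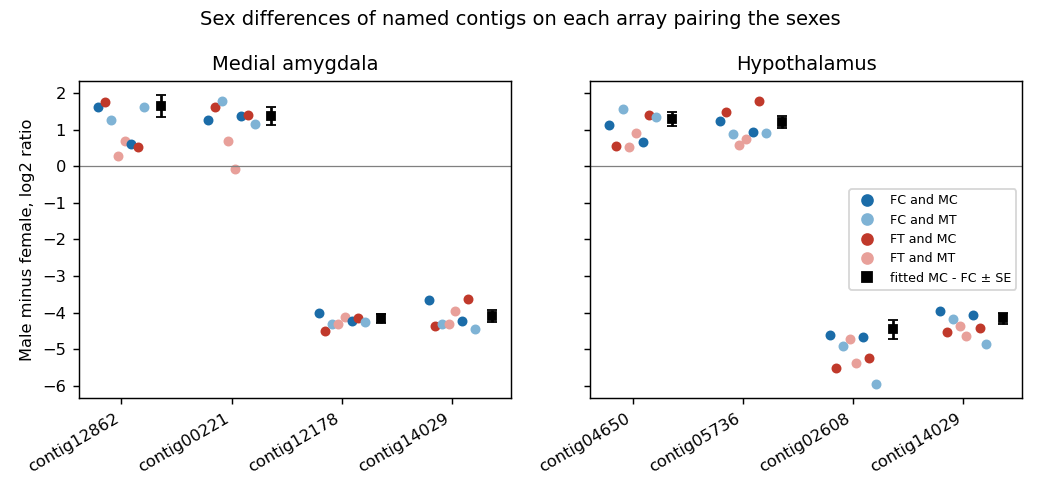
Log2 ratio, male minus female, of the contigs with the largest sex differences in each region (vertical axis), for each of the 8 arrays that paired a male with a female (points, coloured by the pair of groups) and as the fitted difference of control males and control females with its standard error (squares). The points of contig12178 lie between -4.51 and -4.01, and those of contig00221 between -0.06 and 1.79.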

Here, GO analysis identified 46 terms that were over-represented among the significantly differentially expressed genes (Table S3 in file S1), including the terms: *microtubule cytoskeleton*, *positive regulation of synaptic plasticity by chemical substance*, *positive regulation of cell growth*, *neuron projection*, *RAS protein signal transduction*, *and cytokinesis*.

**Figure 1:**
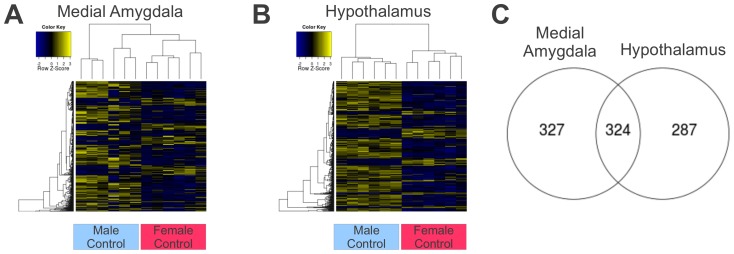
Sex differences in gene expression. Differences in gene expression between the sexes are represented by heat maps that show scaled individual expression scores for just the significantly differentially expressed genes in the medial amygdala (a) and hypothalamus (b). Venn diagram shows the overlap in significant genes between the two tissues (c).

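In the hypothalamus, control males and control females differed in 464 contigs at an adjusted p under 0.05 from limma. Control males had the higher value in 242 contigs and control females in 222. In 9 of the 12 fits that left out 1 array, fewer contigs were higher in control males than in control females (91 against 168 without array 2, for example), so the order of these counts is not settled. There were 1012 contigs with probes as replicates, 691 higher in control males and 321 higher in control females. As in the medial amygdala, contigs higher in control females differed more, by a median of 2.73-fold against 1.75-fold. Of the contigs higher in control males, 90.5% differed by less than 2-fold.

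Control males were furthest below control females in contig02608, with a log2 difference (control males minus control females) of -4.46 (standard error 0.26, adjusted p = 1.1e-06 from limma). Its probe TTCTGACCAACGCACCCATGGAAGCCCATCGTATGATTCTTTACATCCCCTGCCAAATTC lies at positions 90 to 149 of the contig. The difference of contig14029 in this region was -4.16 (standard error 0.14, adjusted p = 3.8e-08 from limma). Furthest above control females were contig04650, with a log2 difference of 1.30 (standard error 0.19, adjusted p = 0.0072 from limma), and contig05736, at 1.21 (standard error 0.17, adjusted p = 0.0038 from limma). Each of these contigs had the same sign on 8 of 8 arrays that paired the sexes. The probes had one sign in 455 of the 464 contigs (98.1%; 51.7% of all contigs), which the choice of contigs on the mean of these probes also favours. Without array 2 or without array 8, the arrays that paired the control sexes, 259 and 276 contigs were called. A test of whether the sex difference itself differed between the regions called 0 contigs with limma, with 774 at an unadjusted p under 0.05 (2.3% of contigs, below the 5% expected with no difference). The test took the arrays of the regions as independent, although the same females gave both tissues, so it may miss differences and does not show that the regions are alike.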

In the hypothalamus, 611 isogroups (of 15,624 expressed) were differentially expressed by sex (Figure 1b) with 483 higher in control males than females (Table S4 in file S1) and 128 higher in control females than males (Table S5 in file S1). Among these 611 genes, GO analysis identified 60 terms that were significantly over-represented (Table S6 in file S1). These GO terms included: regulation of *microtubule cytoskeleton*, *positive regulation of synaptic plasticity by chemical substance*, *positive regulation of cell growth*, *axon regeneration*, *and sterol metabolic process*.

Among theses genes, 324 genes were significantly differentially expressed between the sexes in *both* medial amygdala and hypothalamus (Figure 1c). Of these genes, 253 were higher in control males than control females in both tissues (Table S7 in file S1) and 71 were higher in control females than control males in both tissues (Table S8 in file S1). None was differentially expressed in opposite directions in the tissues.

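Most contigs with a sex difference in the medial amygdala also had one in the hypothalamus. Of the called contigs, 205 were shared by the regions, 45 higher in control males in both and 160 higher in control females in both, and 0 went in opposite directions at an adjusted p under 0.05 from limma. Independent lists would share 0.55 and 1.2 contigs in those directions. The regions shared 548 contigs with probes as replicates, 341 higher in control males and 207 higher in control females, with 0 in opposite directions, where independent lists would share 13 and 3.3. Of the 464 contigs called in the hypothalamus, 99.8% had the same sign in the medial amygdala. Across all contigs, which are not independent of each other, the log2 differences of the regions correlated with Pearson's r of 0.67 and Spearman's rho of 0.48.

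The same females gave both tissues, so the differences in the regions are not independent measurements. The regions were also compared on arrays with different bird numbers in their labels, which do not link birds across tissues. The 2 arrays that paired the control sexes in one region were set against the other 10 arrays of the other region. The correlation was 0.36 or 0.45, depending on which region gave the 2 arrays. With the same labels in both regions, the 2 arrays gave 0.62 and the other 10 gave 0.50. Single arrays of control birds in one region and of T-treated birds in the other, which hold different birds, had sex differences that correlated from -0.10 to 0.37 over 8 pairs of arrays. A test added afterwards took the 205 contigs with the largest difference of one sign in both regions on arrays that paired control birds. In T-treated birds, 90.7% of them had the same direction in the medial amygdala and 91.2% in the hypothalamus. The shares were 95.5% and 94.3% for the 157 contigs higher in control females, and 75% and 81.2% for the 48 higher in control males. Contigs chosen likewise for T in females had the same direction in males in 40% and 41.5%. From its own lists of isogroups called by sex, the paper states that a substantial number of genes differed in expression between the sexes.

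**Figure D2:**
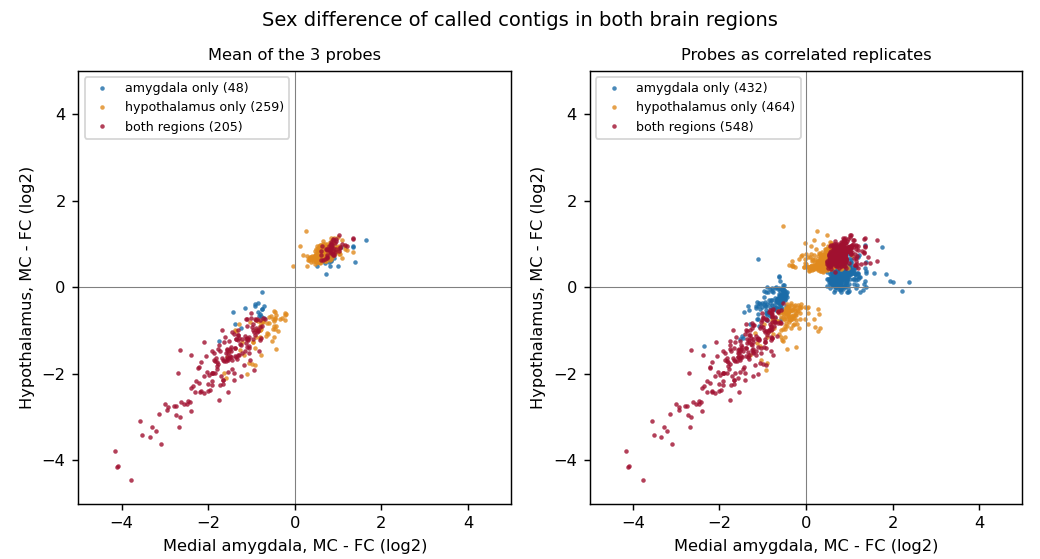
Log2 difference, control males minus control females, in the medial amygdala (horizontal axis) and in the hypothalamus (vertical axis) for each called contig (points, coloured by the region or regions in which it was called), from the fit of probe means and from the fit with probes as replicates. The contigs called in both regions, 205 and 548, lie in the quadrants where both differences have the same sign.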

### Effect of T-treatment in females

In both brain regions, there were significant differences in expression between T-treated and control females. In the medial amygdala, 327 isogroups (of 15,110 expressed) were significantly differentially expressed between T-treated and control females (Figure 2a) with 167 higher in T-treated than control females (Table S9 in file S1) and 160 lower in T-treated than control females (Table S10 in file S1). 

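Few contigs of the medial amygdala were called between T-treated and control females when probe means were fitted. At an adjusted p under 0.05 from limma, 8 contigs were called, 2 higher and 6 lower in T-treated females, among 3126 contigs at an unadjusted p under 0.05. The latter number exceeds the 5% of 33545 contigs expected with no effect, but contigs are not independent. Taken with probes as replicates, 450 contigs were called, 257 higher and 193 lower in T-treated females. Of 100 groupings of the birds, the real one included, 15 called as many contigs or more with probe means and 20 did with probes as replicates, so chance is not excluded. The contigs of the second fit had median differences of 1.78-fold where higher and 1.55-fold where lower.

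For contig19622 the log2 difference (T-treated minus control females) was 1.06 (standard error 0.14, adjusted p = 0.0033 from limma). Its probes gave 0.86 to 1.24, the first being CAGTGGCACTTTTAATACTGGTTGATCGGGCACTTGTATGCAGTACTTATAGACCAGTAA. The next highest was contig29960, with a log2 difference of 0.95 (standard error 0.18, adjusted p = 0.045 from limma). The lowest were contig13055, with a log2 difference of -0.95 (standard error 0.18, adjusted p = 0.042 from limma), and contig10920, with a log2 difference of -0.77 (standard error 0.14, adjusted p = 0.034 from limma). All had the direction of the fit on both arrays that paired T-treated with control females. When arrays 7 and 9 were read in the order of their titles, the differences were 0.12 for contig19622, -0.01 for contig29960, -0.12 for contig13055 and -0.06 for contig10920, and with adjustment within each comparison the adjusted p-values were 0.17 for contig19622 and 0.5 for the others. Array 7, one of those 2 arrays, weighed on the count: without it 179 contigs were called, and without any 1 of the other 11 arrays 2 to 6 were. With the arrays in title order, 0 contigs were called. The count with probes as replicates was 2410 without array 7 and 191 without array 10.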

GO analysis identified 18 over-represented terms (Table S11 in file S1), including: *microtubule polymerization or depolymerization*, *structural molecule activity*, and *ribosome*.

**Figure 2:**
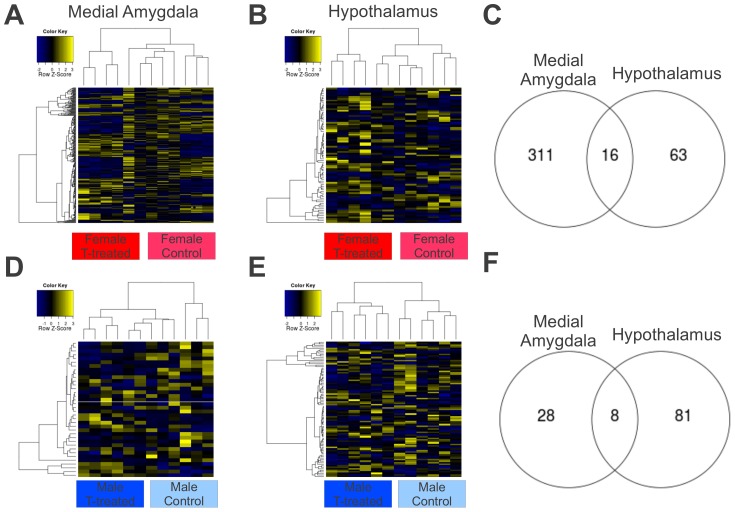
Gene expression in response to T-treatment in each sex. Differences in gene expression between T-treated and control individuals in both the medial amygdala (left column) and the hypothalamus (middle column) for response to females (a–c) and in males (d–fh). Heat maps show scaled individual expression scores for just the genes that were significantly differentially expressed between T-treated and control individuals in each sex (a,b,d,e). Venn diagram shows the overlap of significant within each contrast between the tissues. See text and supplementary tables for more information.

In the female hypothalamus, 79 isogroups (of 15,546 expressed) were differentially expressed (Figure 2b) with 49 higher in T-treated than control females (Table S12 in file S1) and 30 lower in T-treated than control females (Table S13 in file S1). 

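In the female hypothalamus, 3 contigs were called between T-treated and control females at an adjusted p under 0.05 from limma, 2 higher and 1 lower in T-treated females. An unadjusted p under 0.05 was found for 1645 contigs, no more than the 5% of 33545 contigs expected with no effect. There were 131 contigs with probes as replicates, 79 higher and 52 lower, most of them with less than a 2-fold difference (77 and 50 contigs). As many contigs or more were called in 69 of 100 groupings of the birds, the real one included, with probe means and in 74 with probes as replicates, and chance is not excluded.

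The called contigs were contig34327, with a log2 difference (T-treated minus control females) of 0.90 (standard error 0.17, adjusted p = 0.042 from limma), contig20170, at 0.76 (standard error 0.14, adjusted p = 0.032 from limma), and contig13650, at -0.72 (standard error 0.14, adjusted p = 0.047 from limma). The first probe of contig34327 is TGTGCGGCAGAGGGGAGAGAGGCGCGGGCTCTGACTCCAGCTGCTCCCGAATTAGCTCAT, at positions 1 to 60. The probes of contig20170 disagreed, from -0.07 to 1.87, and with probes as replicates its adjusted p was 0.53. Both arrays that paired T-treated with control females had the direction of the fit for all 3 contigs. With adjustment within each comparison their adjusted p was 0.92. Leaving out each array in turn gave between 0 contigs (without array 4, 7 or 11) and 4, and with probes as replicates between 89 (without array 4) and 312 (without array 9).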

GO analysis identified 15 over-represented terms (Table S14 in file S1), including: *metal ion binding*, *detection of chemical stimulus*, *and response to nutrient levels*.

In females, 16 genes were significantly differentially expressed between T-treated and control individuals in *both* medial amygdala and hypothalamus (Figure 2c). Among these genes, 9 were higher (Table S15 in file S1) and 7 were lower (Table S16 in file S1) in T-treated than control females in both tissues. 

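With probes as replicates, though not with probe means, some of the contigs called for T in females were called in both regions. Between the 8 contigs of the medial amygdala and the 3 of the hypothalamus called by limma, 0 were shared, though every one of them had the same sign in the other region. The regions shared 27 contigs with probes as replicates, 17 higher and 10 lower in T-treated females in both regions. Lists independent of each other would share 0.61 and 0.3 contigs in those directions (Fisher's exact test, one-sided, p = 3.3e-20 and 4e-13, which take contigs as independent). The log2 differences of the regions correlated across all contigs with Pearson's r of 0.46 and Spearman's rho of 0.42.

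The same females entered both regions, so that deviations of single birds add to this overlap, and in neither region was chance excluded for the calls themselves. Arrays with different bird numbers in their labels, which do not link birds across tissues, were also compared. The 2 arrays that paired T-treated with control females in one region were set against the other 10 arrays of the other region. The correlation was -0.04 or 0.32, depending on which region gave the 2 arrays. With the same labels in both regions, the 2 arrays gave 0.42 and the other 10 gave 0.26.

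**Figure D3:**
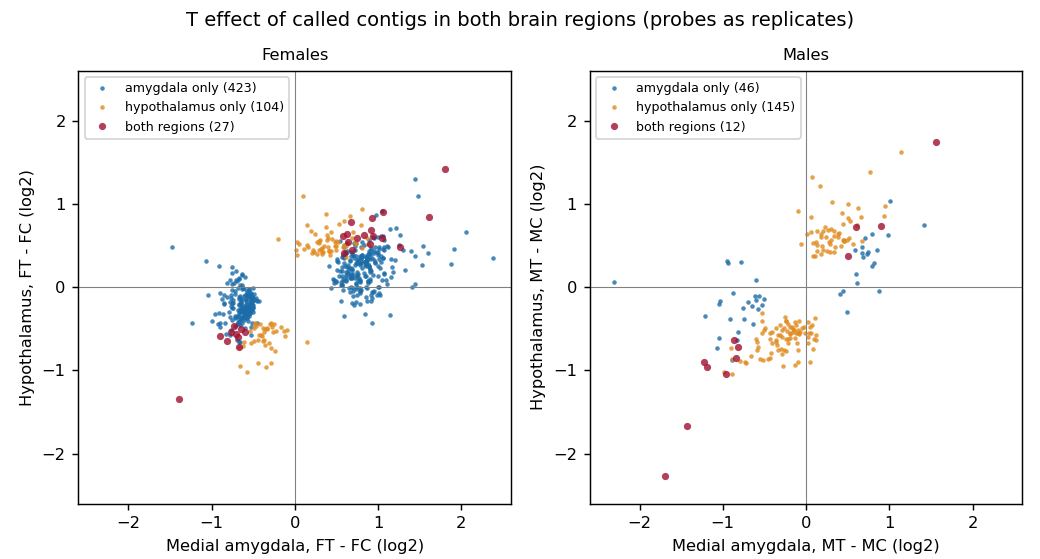
Log2 difference, T-treated minus control birds, in the medial amygdala (horizontal axis) and in the hypothalamus (vertical axis), for females and for males. Points are contigs called in at least 1 region with probes as replicates, coloured by the region or regions in which they were called, and the 27 contigs called in both regions in females have the same sign in both.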

No genes were significantly affected in opposite directions in the two tissues.

### Effect of T-treatment in males

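No contig of the medial amygdala was called between T-treated and control males at an adjusted p under 0.05 when probe means were fitted. The count from limma was 0, with 641 contigs at an unadjusted p under 0.05 and a smallest adjusted p of 0.056. These 641 are fewer than the 5% of 33545 contigs expected with no effect. With probes as replicates, 58 contigs were called, 24 higher and 34 lower in T-treated males, and 90 of 100 groupings of the birds, the real one included, called as many or more. Those higher differed by a median of 1.65-fold and those lower by a median of 1.81-fold. Leaving out each array in turn gave between 0 and 3 contigs, and with probes as replicates between 31 (without array 8) and 113 (without array 7).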

In the medial amygdala, 36 isogroups (of 15,279 expressed) were significantly differentially expressed between T-treated and control males (Figure 2d) with 15 higher in T-treated than control males (Table S17 in file S1) and 21 lower in T-treated than control males (Table S18 in file S1). GO analysis identified four over-represented terms: *metal ion transport, ion channel activity, cation transmembrane transporter activity*, and *integral to membrane*.

In the male hypothalamus, 89 isogroups (of 15,540 expressed) were significantly differentially expressed between treatment groups (Figure 2d) with 35 higher in T-treated than control males (Table S19 in file S1) and 54 lower in T-treated than control males (Table S20 in file S1). 

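In the male hypothalamus, 2 contigs were called between T-treated and control males at an adjusted p under 0.05 from limma, both higher in T-treated males. An unadjusted p under 0.05 was found for 1481 contigs, fewer than the 5% of 33545 contigs expected with no effect. The fit with probes as replicates called 157 contigs, 62 higher and 95 lower. Among 100 groupings of the birds, the real one included, 72 called as many or more with probe means and 39 with probes as replicates, so that chance is not excluded.

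One was contig18760, with a log2 difference (T-treated minus control males) of 1.74 (standard error 0.25, adjusted p = 0.0051 from limma). Its probes gave 1.68 to 1.79, and the first of them is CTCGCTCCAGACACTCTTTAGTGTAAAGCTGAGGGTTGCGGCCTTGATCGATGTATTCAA, at positions 359 to 418. The other was contig16002, with a log2 difference of 1.62 (standard error 0.18, adjusted p = 0.00062 from limma) and probes from 1.45 to 1.93. Adjusted within the comparison, contig18760 no longer passed (adjusted p = 0.14 from limma). Both contigs were higher in the T-treated male on both arrays that paired T-treated with control males. Without 1 of the 12 arrays, the count was between 2 and 9, and with probes as replicates it was between 108 and 489, in each case highest without array 1.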

GO analysis identified one over-represented term: *phosphatase activity*.

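Few contigs were called for T in both regions of males. With 0 and 2 contigs called by limma in the regions, 0 could be shared. The medial amygdala and the hypothalamus shared 12 contigs with probes as replicates, 4 higher and 8 lower in T-treated males, and 0 had opposite directions. Independent lists would share 0.044 and 0.096 contigs (Fisher's exact test, one-sided, p = 1.1e-07 and 5.2e-14, with contigs taken as independent). The study took nearly all males of a group for each tissue, so most males gave both regions. Deviations of single birds can add to this overlap, which the expected counts and the test leave out. Across all contigs, the male log2 differences of the regions correlated with Pearson's r of 0.36 and Spearman's rho of 0.28, and with 0.12 or 0.21 on arrays with different bird numbers in their labels, which do not link birds across tissues. The values of 0.12 and 0.21 set the 2 arrays that paired T-treated with control males in one region against the other 10 arrays of the other region. With the same labels in both regions, the 2 arrays gave 0.27 and the other 10 gave 0.13. Chance was not excluded for the calls in either region.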

In males, 8 genes were differentially expressed between T-treated and control individuals in both medial amygdala and hypothalamus (Figure 2c). Among these genes, 4 were higher (Table S21 in file S1) and 4 were lower (Table S22 in file S1) in T-treated than control males in both tissues. No genes were significantly affected in opposite directions in the two tissues.

### Comparing the effect of T-treatment in the sexes

In both the medial amygdala and hypothalamus, a small number of genes were differentially expressed between T-treated and control individuals of both sexes. 

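No contig was called in both sexes when probe means were fitted. In the medial amygdala, 3 contigs were called for T in both sexes with probes as replicates, each higher in T-treated females and lower in T-treated males. They are named here after their values were seen, with arrays 7 and 9 read by their channel labels. For contig05015, the log2 difference between T-treated and control birds was 0.84 in females (adjusted p = 0.014 from limma) and -0.89 in males (adjusted p = 0.0079), each with a standard error of 0.20. For contig09770 it was 1.48 in females (adjusted p = 0.0055 from limma) and -1.43 in males (adjusted p = 0.0084), and for contig14979 it was 1.44 in females (adjusted p = 0.015 from limma) and -1.69 in males (adjusted p = 0.0025). Fitted as probe means, the same contigs had adjusted p-values from limma of at least 0.54 within each sex and 0.82 for the interaction.

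In sequence, the first probe of contig05015 is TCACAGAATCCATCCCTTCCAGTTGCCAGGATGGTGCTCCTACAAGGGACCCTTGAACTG, that of contig09770 is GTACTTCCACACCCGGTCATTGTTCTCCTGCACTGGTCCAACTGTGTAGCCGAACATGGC, and that of contig14979 is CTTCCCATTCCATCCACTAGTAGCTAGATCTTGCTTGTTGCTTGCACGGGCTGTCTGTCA.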

Three genes were significantly differentially expressed between T-treated and control individuals of both sexes in the medial amygdala (t*ransient receptor potential cation channel*, *subfamily M*, *member 8*, and two unannotated genes), and they were each lower in T-treated than control males, but higher in T-treated than control females. 

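In the hypothalamus, 2 contigs were called in both sexes with probes as replicates and none with probe means. They too are named after their values were seen. Only contig07057 moved the same way in both sexes, with a log2 difference between T-treated and control birds of 0.49 in females (adjusted p = 0.038 from limma) and 0.61 in males (adjusted p = 0.0047), each with a standard error of 0.13. Its first probe is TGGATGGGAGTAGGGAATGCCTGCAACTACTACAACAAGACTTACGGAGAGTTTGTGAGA, at positions 56 to 115, and no difference between the sexes in its response was detected (adjusted p = 0.96 for the sex-by-T interaction from limma). The other, contig19632, was higher in T-treated than control females by 0.54 (adjusted p = 0.02 from limma) and had a log2 difference of -0.60 in males (adjusted p = 0.0073). Its probes overlap (positions 97 to 156, 111 to 170 and 135 to 194), so they are hardly separate replicates.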

One gene (*Cytochrome P450 19A1*) was significantly differentially expressed between T-treated and controls of both sexes in the hypothalamus, and that gene was more highly expressed in T-treated than control individuals in both sexes.

## Discussion

We identified many genes that were differentially expressed between control males and females and between T-treated and control individuals of each sex. As predicted, the affected genes were often related to known sexual dimorphisms and previously described effects of T-treatment on phenotype (elaborated below). However, there was a substantial difference in response to T-treatment in males and females: T-treatment influenced the expression of different sets of genes in each sex in both tissues. The difference between the sexes in hormonally regulated gene expression is a key to understanding sexual dimorphism and sexual conflict, and the specific genes identified here may mediate some of these processes.

### Sexually dimorphic gene expression

Similarly to other studies (reviewed in [18]), we identified a substantial number of genes that were expressed differentially in males and females. In general, our results resembled patterns found in previous comparisons of sex-biased gene expression in whole brains of other song birds [19], although we identified a greater number of sexually dimorphic genes (611 in the hypothalamus and 651 in the medial amygdala) than were reported in the whole brain of zebra finch and common whitethroat (*Sylvia communis*; 509 and 345, respectively; [19]). This difference may relate to fact that we analyzed two specific brain regions as opposed to whole brain. Others have noted that pooling tissues comprised of discrete regions can reduce ability to detect differences [65], likely because changes in gene expression in particular regions may be masked if the expression level was modified in only a subset of tissues that were analyzed collectively. Significant gene expression differences between fine scale regions of the human [91] and bird [92] brain suggest that sex differences in gene expression may vary significantly between regions as well.

The consensus from comparative neurobiology suggests that social stimuli are relayed through the medial amygdala to modify how animals respond to social stimuli, and many of the behaviors influenced by the medial amygdala are sexually dimorphic, including social [93] and aggressive [94] behaviors. Thus, it is not surprising that among the differentially affected genes, there were several receptors that have been directly related to behavior in model systems. For example, *galanin receptor 3* (*GALR3*) was expressed more in males than females, and galanin, its ligand, has been implicated in several clinical conditions that are known to affect one sex more than another, including depression and anxiety [95], [96] and human alcoholism [97].

In the hypothalamus, we found differential expression of a number of cholesterol- and steroid-related genes, consistent with the role of the hypothalamus in regulating steroid levels. Specifically, *HMG-CoA reductase*, *HMG-CoA synthase*, and *hydroxysteroid (17-beta) dehydrogenase 4* (*HSD17B4*), were all more highly expressed in control males than control females. *HMG-CoA reductase*, and *HMG-CoA synthase*, are key enzymes in the production of cholesterol via the mevalonate pathway [98], a necessary step for *de novo* production of steroid hormones. *HSD17B4*, is involved, primarily, in the oxidative breakdown of estradiol [99]. Combined, these findings suggest that males may be producing more steroids (or their precursors), but also more rapidly turning them over, compared to females. In addition, *follistatin* was more highly expressed in control males than control females. *Follistatin* plays a wide-range of roles throughout the body [100]; however, in the brain it suppresses the release of follicle stimulating hormone, a key regulator of gametogenesis [101], from the pituitary [102]. Together, the differential expression of these genes is consistent with the known role of the hypothalamus in regulating hormonal and reproductive physiology differently in males and females.

Results in mammals find a limited number of genes with sexually dimorphic expression in the brain as compared to other tissues, and these genes often appear to have potentially large downstream effects [103], as do the genes identified in this study. For example, in mice, *RNA helicase activity* is the only function over-represented among genes differentially expressed in brain between males and females [65]. In other species, many of the genes and functions identified as differentially expressed between males and females relate to translation and suggest large downstream effects that cannot be identified by gene expression analysis [103]. In our study, several transcription factors (nine in the medial amygdala and six in the hypothalamus) were differentially expressed between control males and females. If these transcription factors have a subtle effect on expression of other genes, then perhaps they affected the expression of many other genes, but below the level of detection of this experiment. Many of the genes we identified as differentially expressed by sex were also related to cell growth and cytoskeleton structure. For instance, genes related to microtubule formation were expressed at higher levels in males than in females in both the medial amygdala and hypothalamus, perhaps suggesting that males were more actively maintaining and remodeling the cellular structure of these brain regions.

### Effect of T-treatment in females

Several of the genes that were differentially expressed between T-treated and control females have been linked to aggressive behavior in the past, suggesting a connection with the known effect of T-treatment on aggression in juncos [43] and other species [28], [52]. *Cytochrome P450 19A1*, the aromatase responsible for the enzymatic conversion of T to estradiol [71], was more highly expressed in the hypothalamus of T-treated than control females. Local metabolism of T into estradiol is known to meditate many of the well known effects of T [75], suggesting that the higher hypothalamic expression of aromatase may mediate some of the behavioral effects of T-treatment. Neural aromatase expression and activity is associated with sexual [104] and aggressive behavior [105] and correlates with aggression in juncos [78]. Similarly, *monoamine oxidase A* (*MAO-A*) is less expressed in the medial amygdala of T-treated than control females. *MAO-A* degrades both dopamine and serotonin, and decreased or absent functioning of *MAO-A* increases aggression in mice [106] and humans [107]. Thus, expression changes in *Cytochrome P450 19A1* and *MAO-A* may partially mediate the effects of T-treatment on aggression.

Another set of differentially expressed genes appears to be related to the metabolic and activity effects of T-treatment [59], [108], [109]. *Cannabinoid receptor 1* (*CB_1_*) was more highly expressed in the hypothalamus of T-treated than control females. This is one of the genes annotated with the GO term *response to nutrient levels*, and the role of *CB_1_* in signaling hunger [110] may be involved in the reduced body mass and fattening induced by T-treatment [45], [56]. Further, *GALR3*, which can affect activity [95], [111], is less expressed in medial amygdala of T-treated than control females.

Although we did not directly measure phenotypes in this study, more than a dozen previous studies in juncos have demonstrated that this same T-treatment masculinizes several female behaviors [17], including reduced nest defense [47], increased aggression [43], and reduced mate choosiness [112], to levels more similar to males [33], [113], [114]. Findings in other species also support a role for T in masculinizing female behavior and brain morphology [16], [17], [25], along with gene expression [22], [23], [115]. In both sexes, many of the neural effects of testosterone are actually mediated by estradiol, after testosterone is locally converted via aromatase [75]. Further, if T-treatment directly caused a behavioral change, then gene expression in the brain may be a response to that modified behavior, rather than a direct response to T. Thus, we cannot distinguish whether the gene expression effects we quantified were the direct effect of T or caused by these indirect routes; however, these mechanisms likely operated in previous studies of T-treatment and therefore reflect the transcriptional changes related to known phenotypic effects of T-treatment.

### Effect of T-treatment in males

Many of the genes identified as differentially expressed between T-treated and control males are related to previously identified phenotypic effects of T-treatment. Further, it appears that several of the differentially expressed genes impact signaling systems that are likely to have large influence on a number of phenotypes. Testosterone is a hormone that has pleiotropic effects on organismal phenotype [36]; however it is possible that these sweeping effects are *not* the result of T-treatment affecting the expression of many different genes (either directly or indirectly), but rather the result of T-treatment altering the expression of only a few genes with major pleiotropic effects on a broad array of phenotypes.

Several genes appear to be related to both the aggressive- [55] and activity- [59] related effects of T-treatment. For example, in hypothalamus, *cytochrome P450 19A1*, the aromatase responsible for the enzymatic conversion of T to estradiol [71], was more highly expressed in T-treated than control males. As in females (see above), change in expression of aromatase may explain several aspects of the aggressive and sexual response to T-treatment in juncos [75], [78], [116]. In mice and humans, decreased *melanocortin 4 receptor* (*MC4R*) activity increases feeding and obesity [117]–[119]. Thus, higher expression of *MC4R* in hypothalamus of T-treated than control males is consistent with previous findings of reduced body mass following T-treatment in songbirds [45], [56], though it is important to note that such an effect could come about because MC4R was directly affected by T-treatment or because T-treatment induced changes in feeding and metabolism that altered expression of MC4R.

Thus, it is possible that the expression change in these few genes could account for a large proportion of the previously described phenotypic effects of T-treatment. As another example, *MGC89063* protein, a major transcriptional cofactor [83], [120], was expressed more highly in T-treated than control males in the hypothalamus and medial amygdala. *MGC89063* may play a wide role in modifying gene expression, and if its downstream effects on gene-expression were numerous but small or in different brain regions, they may be below the level of detection for microarray experiments yet still be biologically meaningful [121].

### Comparing the effect of T-treatment in the sexes

Most of the genes identified as significantly differentially expressed between T-treated individuals and controls in one sex were not also significant in the other sex, suggesting that different genes were being affected by T-treatment in each sex. 

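Few of the contigs called for T in one sex were also called in the other. With probes as replicates, 3 of the 450 contigs called in females in the medial amygdala were also among the 58 called in males, and in the hypothalamus 2 of 131 were among the 157 called in males. Independent lists would share 0.18 contigs higher and 0.2 lower in both sexes in the medial amygdala, and 0.15 and 0.15 in the hypothalamus. Found were 0 and 0, and 1 and 0. The other shared contigs, 3 in the medial amygdala and 1 in the hypothalamus, went in opposite directions in the sexes. The expected numbers above do not cover that case. Lists of this size share few contigs in any case, and chance was not excluded for the calls. The small overlap therefore does not show that T acts on different contigs in each sex. The log2 differences of the sexes did not run together: Pearson's r across all contigs, which are not independent, was -0.16 in the medial amygdala and -0.04 in the hypothalamus. Of the contigs called in females with probes as replicates, 33.3% had the same sign in males in the medial amygdala and 43.5% in the hypothalamus. Of the 8 and 3 contigs called in females with probe means, 62.5% and 66.7% did.

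A contig called in one sex and not in the other is not thereby shown to respond differently, so the difference in response was tested as a sex-by-T interaction. With probe means, limma called 0 contigs in either region, with a smallest adjusted p of 0.82. In the medial amygdala and hypothalamus, 2144 and 1766 contigs had an unadjusted p under 0.05. With no interaction, 5% of the 33545 contigs would, and both counts lay only somewhat above that. The interaction passed in 101 contigs of the medial amygdala and 52 of the hypothalamus with probes as replicates, and of 100 groupings of the birds, the real one included, 29 and 57 called as many or more, so that chance is not excluded. The count of 101 was 23 with arrays 7 and 9 in title order and 911 with them left out. By the channel labels, the 101 contigs of the medial amygdala included 73 of the contigs called in females and 13 of those called in males, and in the hypothalamus 18 and 28. The interaction contains the same effect of T by which these contigs were called, so passing both is no separate support. With chance not excluded, a difference between the sexes in response was not established for them. The other called contigs did not pass the interaction at all. From the small number of genes significant in both sexes, the paper proposes that T-treatment affected different genes in each sex.

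**Figure D4:**
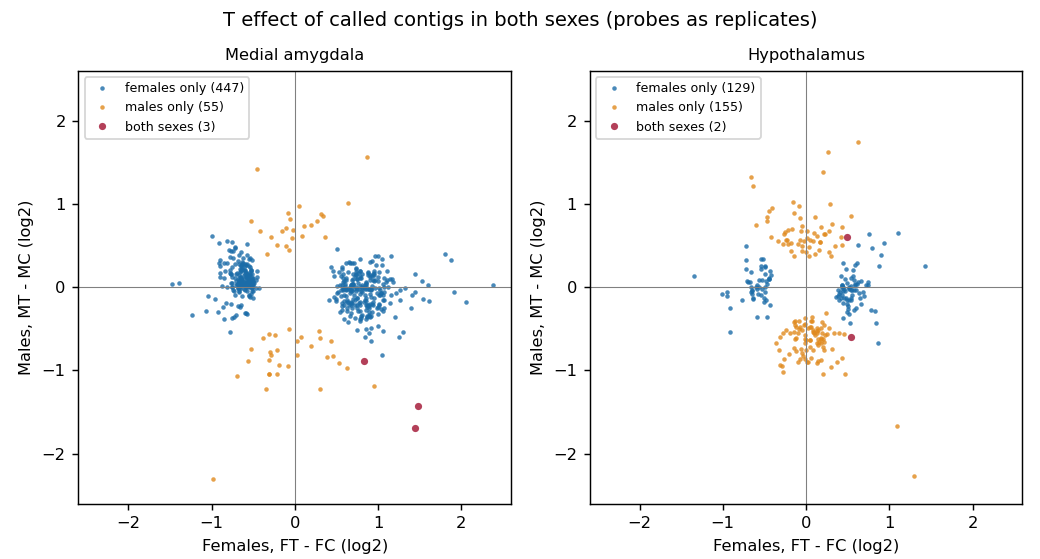
Log2 difference, T-treated minus control birds, in females (horizontal axis) and in males (vertical axis), for the medial amygdala and for the hypothalamus. Points are contigs called in at least 1 sex with probes as replicates, coloured by the sex or sexes in which they were called. The 3 contigs called in both sexes in the medial amygdala lie where the difference is above 0 in females and below 0 in males.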

The small overlap between genes that were affected by T-treatment in males and females is particularly puzzling, because T-treatment elicits many of the same behavioral and physiological outcomes in both sexes (reviewed in [17]). Our data suggest that the sexes may arrive at particular phenotypic outcomes via transcriptional changes in different genes, though other systems give reason to doubt the generality of this finding. For example, dominant social behavior in cichlid fish appears to be due to the same gene expression mechanisms in both males and females [122], demonstrating that similar phenotypes in males and females may be arrived at through the same transcriptional mechanisms as well.

Among the genes that were significantly differentially expressed between T-treated and control individuals in *both* sexes, there was no clear pattern relating the sexes. In the hypothalamus, *cytochrome P450 19A1* (aromatase) was higher in T-treated than control individuals of both sexes, possibly due to its role in local conversion of T to estradiol, which may be the mediator of some of the known effects of T-treatment (see above for descriptions in males and females). In the medial amygdala, the three genes that were differentially expressed between T-treated and control individuals were all higher in T-treated than control in females and lower in T-treated than control in males. Only one of these, (*transient receptor potential cation channel*, *subfamily M*, *member 8*; *TRPM8*) was annotated. *TRPM8* responds to cold stimuli in sensory cells [123], but whether it mediates known phenotypic effects of T-treatment via the medial amygdala is unclear.

It appears that the similar phenotypic outcomes of T-treatment described in previous studies may be caused by expression changes in different genes in each sex. For example, activity and metabolism appear to be affected by T-treatment in multiple species (e.g., [109], [124]), but in juncos, only males, not females, increase their home-range size in response to T-treatment [58], [59]. As described above, it appears that some of these metabolic and activity effects of T-treatment [109], [124] could be mediated by changes in expression of *CB_1_* and *GALR3* in females [125], [126], while *MC4R* expression may mediate this effect in males [118]. Perhaps these different transcriptional routes are a mechanism that has allowed for the divergence of male and female response to T-treatment.

The difference in T-dosage given to each sex may also relate to the differential response to T-treatment in males and females. We administered one 5 mm implant to females to induce T-levels at the high end of the natural distribution of female T, but because male T is naturally much higher, we used two 10 mm implants to induce T-levels at the high end of the natural distribution of male T. Thus, while these doses were sex-appropriate [17] and match the doses used when measuring phenotypes in previous studies (e.g. [46], [112]), it remains possible that there is a bell-shaped dose-response curve to T such that T-treatment in males suppressed the expression of genes that were enhanced by T-treatment in females. Thus, it is possible that had we treated females with the same dose as males, the responses might have been similar. However, we do not think this explanation is the most parsimonious because these same dosages of T implant induce similar behavior and physiology in male and female juncos (summarized above). Further, identical doses of T would not ensure that the sexes experience the implants in the same way. For example, in wintering juncos given identical 5-mm T-implants, females had circulating levels of T that were significantly higher than males [127], suggesting that male and female processing of exogenous T may differ.

The fact that both males and females have been shown to respond phenotypically to T-treatment indicates the potential for sexual antagonism over the optimal circulating level of hormones [24]–[26]. However, it is also known that females are not sensitive to all of the same behavioral and physiological effects of hormonal treatment as males (reviewed in [17]). Female insensitivity to T-treatment with respect to some phenotypes suggests that, in some species, the sexes may process or interpret a hormonal signal differently, which is consistent with our finding that T-treatment affects different genes in each sex. Thus, not only do the sexes differ in naturally circulating levels of T and phenotypic response to T-treatment [17], but, as we have shown here, they also differ in the downstream genomic effects seen in response to experimental treatment with T. It is possible that the sex difference in transcriptional response to T-treatment could be a consequence of additional modulators of gene expression that control the way in which T interacts with the genome (e.g. androgen receptor co-activators or DNA methylation patterns). Sexual dimorphism in the genes that are affected by T-treatment may be a key step in resolving sexual conflict over optimal circulating T levels [24]–[26] by modifying the phenotypic effect of T separately in each sex.

## Conclusions

In this study, we applied genomic tools and functional knowledge from model systems to a species with well-studied ecology to gain novel insights into sexual dimorphism and hormones in a natural system. We identified a large number of genes that are likely to play specific roles in both sexual dimorphism and the behavioral effects of testosterone. Further investigation is warranted to determine whether these differences in gene expression contributed to the previously identified phenotypic effects of T-treatment and to assess the mechanisms relating T-treatment, gene expression, and phenotypic effects. Specifically, RNAi knockdown of these genes would allow for analysis of the immediate impact of targeted changes in gene expression on behavior. T-treatment affected largely different genes in males and female, suggesting that T-treatment may bring about similar behavioral and physiological effects on the sexes by different transcriptional mechanisms, potentially opening a route to the reduction of sexual conflict over optimal levels of T. We were especially intrigued by the possibility that only a few genes in a few tissues may mediate the pleiotropic phenotypic effects previously observed in response to T-treatment.

## Supporting Information

File S1 **Tables S1–S22 list the genes that were significantly differentially regulated in each of the tested comparisons and the GO terms that were over-represented.**
(PDF)

# Supplementary material for: Testosterone Affects Neural Gene Expression Differently in Male and Female Juncos: A Role for Hormones in Mediating Sexual Dimorphism and Conflict
**Source:** PLoS One. 2013 Apr 16;8(4):e61784. doi: 10.1371/journal.pone.0061784
**Supplement:** File S1 — Tables S1–S22 list the genes that were significantly differentially regulated in each of the tested comparisons and the GO terms that were over-represented.

Supplementary Table 1. Genes expressed higher in males than females in the medial amygdala.

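Table S1 lists the isogroups called higher in control males than in control females in the medial amygdala. Of its 476 entries, 474 are isogroups and 2 are contigs not placed in an isogroup, so that the array values of these 2 can be followed by name. Their values in the tables had been seen before the contigs were looked up. The log2 difference (control males minus control females) was 1.11 for contig90135 (standard error 0.30, adjusted p = 0.31 from limma) and 1.02 for contig90188 (standard error 0.37, adjusted p = 0.63 from limma). Both were higher in the male on most arrays that paired the sexes, 7 of 8 and 5 of 8, and with probes as replicates their adjusted p-values were 0.00074 and 0.0081. The probes of contig90135 overlap (positions 69 to 128, 79 to 138 and 89 to 148). They are hardly separate replicates, so its value of 0.00074 may be too small.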

Isogroup	Annotation from nr Database
isogroup00092	PREDICTED: spectrin, beta, non-erythrocytic 1 [Taeniopygia guttata]
isogroup00224	PREDICTED: chromosome 9 open reading frame 3 [Taeniopygia guttata]
isogroup00277	chromo-helicase DNA-binding protein [Zonotrichia albicollis]
isogroup00337	PREDICTED: hypothetical protein [Gallus gallus]
isogroup00365	PREDICTED: similar to DKFZP459P083 protein isoform 1 [Taeniopygia guttata]
isogroup00451	PREDICTED: similar to GRAM domain containing 3 [Taeniopygia guttata]
isogroup00458	SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 2 [Gallus gallus]
isogroup00524	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup00530	PREDICTED: similar to Uncharacterized protein C9orf85 [Taeniopygia guttata]
isogroup00533	DNA-directed DNA polymerase kappa [Gallus gallus]
isogroup00551	RPTOR independent companion of MTOR, complex 2 [Bos taurus]
isogroup00570	single-stranded DNA binding protein 2 [Homo sapiens]
isogroup00574	PREDICTED: similar to semaphorin 5A [Taeniopygia guttata]
isogroup00606	NA
isogroup00694	PREDICTED: prolactin receptor [Taeniopygia guttata]
isogroup00744	PREDICTED: xeroderma pigmentosum, complementation group A [Taeniopygia guttata]
isogroup00779	PREDICTED: SMC5 protein [Taeniopygia guttata]
isogroup00783	PREDICTED: death-associated protein kinase 1 [Taeniopygia guttata]
isogroup00794	PREDICTED: similar to Lipid phosphate phosphohydrolase 1 [Taeniopygia guttata]
isogroup00897	COP9 constitutive photomorphogenic homolog subunit 6 [Xenopus laevis]
isogroup00941	PREDICTED: similar to plasma membrane calcium ATPase 2 isoform 2 [Gallus gallus]
isogroup00984	PREDICTED: similar to KIAA0372 [Gallus gallus]
isogroup00991	PREDICTED: jumonji domain containing 2C [Taeniopygia guttata]
isogroup00999	PREDICTED: COBW domain containing protein1 [Taeniopygia guttata]
isogroup01029	PREDICTED: alpha2,3-sialyltransferase VI isoform 1 [Taeniopygia guttata]
isogroup01050	PREDICTED: zinc finger, CCHC domain containing 6 [Taeniopygia guttata]
isogroup01057	PREDICTED: similar to 1-phosphatidylinositol-4,5-bisphosphate phosphodiesterase beta-4 isoform 1 [Taeniopygia guttata]
isogroup01062	syntaxin 6 [Gallus gallus]
isogroup01070	NA
isogroup01106	PREDICTED: similar to SHC (Src homology 2 domain containing) transforming protein 3 [Taeniopygia guttata]
isogroup01149	macrophage receptor with collagenous structure [Gallus gallus]
isogroup01181	PREDICTED: similar to phosphoinositide-3-kinase, class 3 [Taeniopygia guttata]

Isogroup	Annotation from nr Database
isogroup01284	PREDICTED: RAS p21 protein activator (GTPase activating protein) 1 [Taeniopygia guttata]
isogroup01320	PREDICTED: similar to SMC1 structural maintenance of chromosomes 1-like 1 isoform 2 [Macaca mulatta]
isogroup01374	NA
isogroup01390	NA
isogroup01394	PREDICTED: similar to KIAA1066 protein [Gallus gallus]
isogroup01405	PREDICTED: G patch domain containing 8 [Taeniopygia guttata]
isogroup01427	PREDICTED: microtubule-associated protein 1B isoform 1 [Taeniopygia guttata]
isogroup01461	PREDICTED: lysosomal trafficking regulator [Taeniopygia guttata]
isogroup01466	PREDICTED: similar to protein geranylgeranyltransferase type I, beta subunit isoform 1 [Equus caballus]
isogroup01658	Rpl17 protein [Mus musculus]
isogroup01772	perilipin 1 [Gallus gallus]
isogroup01805	SOSS complex subunit C [Gallus gallus]
isogroup01811	PREDICTED: survival of motor neuron [Taeniopygia guttata]
isogroup01868	PREDICTED: ankyrin repeat domain protein 15 [Gallus gallus]
isogroup01902	PREDICTED: NADH dehydrogenase (ubiquinone) Fe-S protein 4 [Taeniopygia guttata]
isogroup01948	PREDICTED: ST8 alpha-N-acetyl-neuraminide alpha-2,8-sialyltransferase 5 [Taeniopygia guttata]
isogroup02203	PREDICTED: transmembrane protein 161B [Taeniopygia guttata]
isogroup02212	PREDICTED: ubiquitin specific protease 4 [Taeniopygia guttata]
isogroup02238	PREDICTED: similar to putative peptidylprolyl isomerase C [Taeniopygia guttata]
isogroup02286	NA
isogroup02410	Coiled-coil domain containing 101 [Mus musculus]
isogroup02530	PREDICTED: ankyrin repeat domain 32 [Taeniopygia guttata]
isogroup02549	NA
isogroup02560	unnamed protein product [Homo sapiens]
isogroup02714	PREDICTED: similar to LOC100170471 protein [Taeniopygia guttata]
isogroup02725	neurexin 3 beta precursor [Gallus gallus]
isogroup02754	PREDICTED: v-abl Abelson murine leukemia viral oncogene homolog 2 (arg, Abelson-related gene) [Taeniopygia guttata]
isogroup02775	PREDICTED: similar to synaptic vesicle glycoprotein 2b [Taeniopygia guttata]
isogroup02806	NA
isogroup02941	PREDICTED: similar to mesoderm induction early response 1, family member 2 [Taeniopygia guttata]
isogroup02948	PREDICTED: hypothetical protein [Taeniopygia guttata]

Isogroup	Annotation from nr Database
isogroup02951	PREDICTED: similar to RAD26L hypothetical protein [Equus caballus]
isogroup02999	PREDICTED: solute carrier family 44, member 2, partial [Taeniopygia guttata]
isogroup03045	PREDICTED: similar to zinc finger protein 423 [Gallus gallus]
isogroup03074	PREDICTED: multiple PDZ domain protein [Taeniopygia guttata]
isogroup03097	PREDICTED: phosphatidylinositol-4-phosphate 5-kinase, type I, beta [Taeniopygia guttata]
isogroup03129	PREDICTED: ring finger protein 20 [Taeniopygia guttata]
isogroup03176	PREDICTED: similar to polyadenylate binding protein-interacting protein 1 [Taeniopygia guttata]
isogroup03256	PREDICTED: similar to KIF27A [Monodelphis domestica]
isogroup03336	PREDICTED: PC4 and SFRS1 interacting protein 1 [Taeniopygia guttata]
isogroup03347	AF211859_1 cyclin ania-6b [Mus musculus]
isogroup03383	PREDICTED: similar to UBQLN1 protein [Gallus gallus]
isogroup03391	NA
isogroup03406	PREDICTED: similar to ELAV (embryonic lethal, abnormal vision, Drosophila)-like 2 (Hu antigen B) (AKA Mel-N1), partial [Gallus gallus]
isogroup03418	NA
isogroup03443	PREDICTED: similar to protein-L-isoaspartate (D-aspartate) O-methyltransferase domain containing 2 [Ornithorhynchus anatinus]
isogroup03489	PREDICTED: similar to myosin IXA [Taeniopygia guttata]
isogroup03572	PREDICTED: arrestin domain containing 3 [Taeniopygia guttata]
isogroup03582	PREDICTED: etoposide induced 2.4 mRNA [Taeniopygia guttata]
isogroup03596	PREDICTED: adenomatous polyposis coli [Taeniopygia guttata]
isogroup03607	PREDICTED: zinc finger protein 533 [Taeniopygia guttata]
isogroup03644	PREDICTED: similar to KIAA0833 protein [Rattus norvegicus]
isogroup03651	PREDICTED: hypothetical protein [Gallus gallus]
isogroup03694	PREDICTED: similar to MEK kinase 1 [Gallus gallus]
isogroup03703	NA
isogroup03724	PREDICTED: family with sequence similarity 102, member A [Taeniopygia guttata]
isogroup03789	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup03812	NA
isogroup03930	PREDICTED: prion protein interacting protein [Taeniopygia guttata]
isogroup03949	PREDICTED: similar to Mahogunin, ring finger 1 [Gallus gallus]
isogroup03958	SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 2 [Gallus gallus]
isogroup03976	PREDICTED: similar to inositol 1,4,5-trisphosphate 3-kinase B [Taeniopygia guttata]
isogroup04049	PREDICTED: similar to semaphorin SEMA6A1 [Gallus gallus]

Isogroup	Annotation from nr Database
isogroup04163	PREDICTED: acetyl-coenzyme A acyltransferase 2 [Taeniopygia guttata]
isogroup04199	PREDICTED: putative clathrin light polypeptide variant 1a [Taeniopygia guttata]
isogroup04207	NA
isogroup04217	PREDICTED: similar to P450 (cytochrome) oxidoreductase [Taeniopygia guttata]
isogroup04227	PREDICTED: similar to DnaJ (Hsp40) homolog, subfamily B, member 5 [Taeniopygia guttata]
isogroup04250	PREDICTED: putative sorting nexin 24 [Taeniopygia guttata]
isogroup04483	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup04504	NA
isogroup04531	NA
isogroup04581	NA
isogroup04720	PREDICTED: non-imprinted in Prader-Willi/Angelman syndrome 1 [Taeniopygia guttata]
isogroup04723	PREDICTED: WD repeat domain 70 [Taeniopygia guttata]
isogroup04781	NA
isogroup04828	PREDICTED: cholinergic receptor, nicotinic, beta polypeptide 3 [Taeniopygia guttata]
isogroup04836	PREDICTED: similar to transcription factor 20 [Gallus gallus]
isogroup04877	hypothetical protein PANDA_011833 [Ailuropoda melanoleuca]
isogroup04886	NA
isogroup04905	PREDICTED: similar to Chromosome 14 open reading frame 166B, partial [Ornithorhynchus anatinus]
isogroup04966	PREDICTED: serine palmitoyltransferase, long chain base subunit 1 [Taeniopygia guttata]
isogroup04990	PREDICTED: similar to phospholipase A2-activating protein [Taeniopygia guttata]
isogroup05028	PREDICTED: reelin [Taeniopygia guttata]
isogroup05035	NA
isogroup05061	PREDICTED: adaptor-related protein complex 2, beta 1 subunit-like isoform 4 [Oryctolagus cuniculus]
isogroup05085	PREDICTED: hypothetical protein [Monodelphis domestica]
isogroup05098	NA
isogroup05113	NA
isogroup05219	PREDICTED: similar to eukaryotic translation initiation factor 4 gamma, 3 [Gallus gallus]
isogroup05301	PREDICTED: hypothetical protein [Gallus gallus]
isogroup05423	NA
isogroup05426	PREDICTED: similar to B-cell CLL/lymphoma 9 [Gallus gallus]
isogroup05531	NA

Isogroup	Annotation from nr Database
isogroup05713	PREDICTED: similar to nudix (nucleoside diphosphate linked moiety X)-type motif 12 [Taeniopygia guttata]
isogroup05751	PREDICTED: phospholipase C, beta 1 (phosphoinositide-specific) [Taeniopygia guttata]
isogroup05775	NA
isogroup05788	PREDICTED: ecto-NOX disulfide-thiol exchanger 2 [Taeniopygia guttata]
isogroup05797	PREDICTED: multiple PDZ domain protein [Taeniopygia guttata]
isogroup05802	PREDICTED: CD82 molecule [Taeniopygia guttata]
isogroup05906	PREDICTED: golgi membrane protein 1 [Taeniopygia guttata]
isogroup05913	PREDICTED: microtubule-associated protein 1B isoform 1 [Taeniopygia guttata]
isogroup05914	PREDICTED: microtubule-associated protein 1B isoform 1 [Taeniopygia guttata]
isogroup05930	PREDICTED: KIAA0020 [Taeniopygia guttata]
isogroup05946	NA
isogroup06021	PREDICTED: synuclein, alpha interacting protein (synphilin) [Taeniopygia guttata]
isogroup06072	PREDICTED: similar to plasma membrane calcium ATPase 2 isoform 5 [Gallus gallus]
isogroup06201	NA
isogroup06263	PREDICTED: adenomatous polyposis coli [Taeniopygia guttata]
isogroup06318	PREDICTED: RIO kinase 2 [Taeniopygia guttata]
isogroup06427	NA
isogroup06501	PREDICTED: microtubule-associated protein 1B isoform 2 [Taeniopygia guttata]
isogroup06512	NA
isogroup06584	PREDICTED: similar to transcription factor AP2-alpha isoform 2 [Ornithorhynchus anatinus]
isogroup06899	PREDICTED: serum response factor binding protein 1 [Taeniopygia guttata]
isogroup06901	PREDICTED: similar to transmembrane protein 63B [Gallus gallus]
isogroup06935	E3 ubiquitin-protein ligase BRE1A [Gallus gallus]
isogroup06963	phosphoinositide-3-kinase, class 3 [Mus musculus]
isogroup07010	PREDICTED: insulin-like growth factor 1 receptor [Taeniopygia guttata]
isogroup07071	PREDICTED: similar to MGC83004 protein [Taeniopygia guttata]
isogroup07159	putative stathmin-like 3 [Taeniopygia guttata]
isogroup07161	PREDICTED: similar to RING-finger protein [Taeniopygia guttata]
isogroup07178	NA
isogroup07263	PREDICTED: KIAA0368 [Taeniopygia guttata]
isogroup07269	NA
isogroup07298	PREDICTED: family with sequence similarity 108, member B1 [Taeniopygia guttata]

Isogroup	Annotation from nr Database
isogroup07356	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup07379	PREDICTED: similar to protocadherin 9 [Sus scrofa]
isogroup07387	NA
isogroup07477	PREDICTED: solute carrier family 41, member 2 [Taeniopygia guttata]
isogroup07535	transcription factor 3 (E2A immunoglobulin enhancer binding factors E12/E47) [Gallus gallus]
isogroup07573	NA
isogroup07587	PREDICTED: leukemia inhibitory factor receptor [Taeniopygia guttata]
isogroup07867	PREDICTED: DEAD (Asp-Glu-Ala-Asp) box polypeptide 58 [Taeniopygia guttata]
isogroup07960	NA
isogroup08049	NA
isogroup08103	NA
isogroup08152	NA
isogroup08183	NA
isogroup08215	PREDICTED: similar to glycerophosphodiester phosphodiesterase domain containing 2 [Taeniopygia guttata]
isogroup08222	NA
isogroup08266	NA
isogroup08325	PREDICTED: YTH domain containing 2 [Oryctolagus cuniculus]
isogroup08376	PREDICTED: SH3 domain binding glutamic acid-rich protein like 2 [Taeniopygia guttata]
isogroup08418	PREDICTED: similar to TBC1 domain family member 2A [Taeniopygia guttata]
isogroup08425	PREDICTED: similar to KIAA1438 protein [Gallus gallus]
isogroup08448	PREDICTED: IQ motif containing E [Taeniopygia guttata]
isogroup08450	PREDICTED: hypothetical protein, partial [Gallus gallus]
isogroup08473	PREDICTED: similar to KIAA0700 protein [Taeniopygia guttata]
isogroup08490	NA
isogroup08617	NA
isogroup08621	NA
isogroup08663	NA
isogroup08825	NA
isogroup08834	PREDICTED: alpha-L-iduronidase [Taeniopygia guttata]
isogroup08873	NA
isogroup08884	NA
isogroup08899	NA
isogroup08971	NA

Isogroup	Annotation from nr Database
isogroup09101	PREDICTED: similar to protein phosphatase 1F (PP2C domain containing) [Taeniopygia guttata]
isogroup09192	NA
isogroup09364	unnamed protein product [Mus musculus]
isogroup09588	NA
isogroup09612	PREDICTED: similar to yeast ribosomal protein S28 homologue [Gallus gallus]
isogroup09646	PREDICTED: hypothetical protein [Gallus gallus]
isogroup09745	NA
isogroup09920	NA
isogroup10025	PREDICTED: similar to family with sequence similarity 102, member A [Taeniopygia guttata]
isogroup10103	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup10113	PREDICTED: cytoglobin [Taeniopygia guttata]
isogroup10114	PREDICTED: cytoglobin [Taeniopygia guttata]
isogroup10177	PREDICTED: monoglyceride lipase [Taeniopygia guttata]
isogroup10195	PREDICTED: similar to BTB (POZ) domain containing 4 [Canis familiaris]
isogroup10211	NA
isogroup10438	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup10487	PREDICTED: LIM domain kinase 2 [Taeniopygia guttata]
isogroup10565	PREDICTED: myeloid/lymphoid or mixed-lineage leukemia (trithorax homolog, Drosophila) [Taeniopygia guttata]
isogroup10596	NA
isogroup10628	PREDICTED: inositol 1,4,5-triphosphate receptor-I isoform 4 [Oryctolagus cuniculus]
isogroup10646	NA
isogroup10647	NA
isogroup10656	NA
isogroup10668	PREDICTED: p21 protein (Cdc42/Rac)-activated kinase 3 isoform 1 [Taeniopygia guttata]
isogroup10717	NA
isogroup10743	PREDICTED: patched [Taeniopygia guttata]
isogroup10773	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup10827	PREDICTED: similar to formin 2 [Taeniopygia guttata]
isogroup11007	PREDICTED: pleckstrin and Sec7 domain containing 3 [Taeniopygia guttata]
isogroup11082	myelin proteolipid protein [Bos taurus]
isogroup11083	PREDICTED: similar to hydroxysteroid dehydrogenase like 2 [Taeniopygia guttata]
isogroup11134	NA

Isogroup	Annotation from nr Database
isogroup11150	PREDICTED: similar to KIAA2026 [Pan troglodytes]
isogroup11155	PREDICTED: solute carrier family 45, member 1 [Taeniopygia guttata]
isogroup11177	unnamed protein product [Homo sapiens]
isogroup11231	PREDICTED: similar to KIAA0372 [Gallus gallus]
isogroup11238	PREDICTED: protein inhibitor of activated STAT X [Taeniopygia guttata]
isogroup11420	PREDICTED: putative clathrin light polypeptide variant 1a isoform 2 [Taeniopygia guttata]
isogroup11472	PREDICTED: similar to Mediator of RNA polymerase II transcription subunit 1 [Taeniopygia guttata]
isogroup11512	NA
isogroup11520	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup11674	PREDICTED: similar to cAMP responsive element binding protein 3-like 3 [Taeniopygia guttata]
isogroup11881	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup12006	PREDICTED: hypothetical protein [Gallus gallus]
isogroup12018	NA
isogroup12023	NA
isogroup12033	PREDICTED: similar to phosphodiesterase 8B [Taeniopygia guttata]
isogroup12077	thioredoxin 1 [Melopsittacus undulatus]
isogroup12138	PREDICTED: similar to KIAA0833 protein [Taeniopygia guttata]
isogroup12163	PREDICTED: integrator complex subunit 4 [Taeniopygia guttata]
isogroup12182	NA
isogroup12194	PREDICTED: KIAA0258 [Taeniopygia guttata]
isogroup12217	NA
isogroup12256	PREDICTED: inhibitor of kappa light polypeptide gene enhancer in B-cells, kinase complex-associated protein [Taeniopygia guttata]
isogroup12315	NA
isogroup12327	PREDICTED: similar to rapamycin-insensitive companion of mTOR [Taeniopygia guttata]
isogroup12340	PREDICTED: Kv channel interacting protein 2 [Taeniopygia guttata]
isogroup12421	NA
isogroup12530	carboxypeptidase D [Anas platyrhynchos]
isogroup12583	PREDICTED: putative dynactin light chain 3 [Taeniopygia guttata]
isogroup12585	NA
isogroup12666	PREDICTED: similar to chorea-acanthocytosis [Taeniopygia guttata]
isogroup12760	PREDICTED: WD repeat domain 36 [Taeniopygia guttata]
isogroup12855	PREDICTED: similar to NDUFA12-like [Gallus gallus]

Isogroup	Annotation from nr Database
isogroup12913	PREDICTED: similar to peptidylprolyl isomerase domain and WD repeat containing 1 [Taeniopygia guttata]
isogroup12934	PREDICTED: fem-1 homolog c (C. elegans) [Taeniopygia guttata]
isogroup13022	NA
isogroup13032	NA
isogroup13045	NA
isogroup13098	PREDICTED: NF-M [Taeniopygia guttata]
isogroup13101	PREDICTED: similar to phosphatidylinositol glycan, class G [Taeniopygia guttata]
isogroup13110	NA
isogroup13125	PREDICTED: similar to cyclin G associated kinase [Taeniopygia guttata]
isogroup13137	PREDICTED: similar to ankyrin repeat domain protein 17 [Gallus gallus]
isogroup13220	NA
isogroup13247	NA
isogroup13255	PREDICTED: similar to diacylglycerol kinase, theta [Taeniopygia guttata]
isogroup13285	PREDICTED: adenomatous polyposis coli [Taeniopygia guttata]
isogroup13304	PREDICTED: similar to DIRAS family protein [Taeniopygia guttata]
isogroup13357	PREDICTED: SMC5 protein [Taeniopygia guttata]
isogroup13388	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup13392	PREDICTED: similar to RUN and SH3 domain containing 2 [Taeniopygia guttata]
isogroup13455	NA
isogroup13499	PREDICTED: neurolysin (metallopeptidase M3 family) [Taeniopygia guttata]
isogroup13518	NA
isogroup13712	PREDICTED: small glutamine-rich tetratricopeptide repeat (TPR)-containing, beta [Taeniopygia guttata]
isogroup13741	NA
isogroup13761	PREDICTED: putative Adenylate kinase 3 alpha like 1 variant 1 [Taeniopygia guttata]
isogroup13887	PREDICTED: superkiller viralicidic activity 2-like 2 [Taeniopygia guttata]
isogroup13892	PREDICTED: fucosyltransferase 10 (alpha (1,3) fucosyltransferase) [Taeniopygia guttata]
isogroup13911	NA
isogroup14031	carboxypeptidase D [Anas platyrhynchos]
isogroup14246	chromo-helicase DNA-binding protein [Zonotrichia albicollis]
isogroup14285	PREDICTED: WD repeat domain 36 [Taeniopygia guttata]
isogroup14475	PREDICTED: similar to 2210408I21Rik protein [Taeniopygia guttata]
isogroup14499	PREDICTED: hypothetical protein [Taeniopygia guttata]

Isogroup	Annotation from nr Database
isogroup14583	PREDICTED: platelet-activating factor acetylhydrolase, isoform Ib, beta subunit 30kDa [Taeniopygia guttata]
isogroup14614	PRMT1 protein [Homo sapiens]
isogroup14692	PREDICTED: similar to ribosomal protein L7-like 1 [Taeniopygia guttata]
isogroup14706	PREDICTED: inhibitor of kappa light polypeptide gene enhancer in B-cells, kinase complex-associated protein [Taeniopygia guttata]
isogroup14719	PREDICTED: similar to Katanin p60 ATPase-containing subunit A-like 2 [Taeniopygia guttata]
isogroup14749	PREDICTED: chromosome 9 open reading frame 95 [Taeniopygia guttata]
isogroup14750	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup14767	PREDICTED: similar to Centrin, EF-hand protein, 3 (CDC31 homolog, yeast) [Gallus gallus]
isogroup14784	NA
isogroup14801	NA
isogroup14823	PREDICTED: similar to chorea-acanthocytosis [Taeniopygia guttata]
isogroup14880	PREDICTED: ankyrin repeat, family A (RFXANK-like), 2 [Taeniopygia guttata]
isogroup14905	PREDICTED: excision repair cross-complementing rodent repair deficiency, complementation group 8 [Taeniopygia guttata]
isogroup15050	PREDICTED: MAP-kinase activating death domain isoform 2 [Taeniopygia guttata]
isogroup15067	PREDICTED: spectrin, alpha, non-erythrocytic 1 (alpha-fodrin) isoform 1 [Taeniopygia guttata]
isogroup15123	putative autophagy 12-like [Taeniopygia guttata]
isogroup15166	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup15221	NA
isogroup15225	PREDICTED: haloacid dehalogenase-like hydrolase domain containing 2 [Taeniopygia guttata]
isogroup15228	PREDICTED: phospholipase C, beta 1 (phosphoinositide-specific) [Taeniopygia guttata]
isogroup15289	PREDICTED: KIAA0368 [Taeniopygia guttata]
isogroup15296	PREDICTED: similar to semaphorin SEMA6A1 [Gallus gallus]
isogroup15384	methylocrotonoyl-Coenzyme A carboxylase 2 (beta) [Xenopus laevis]
isogroup15457	NA
isogroup15468	PREDICTED: protocadherin 9 [Taeniopygia guttata]
isogroup15511	NA
isogroup15537	NA
isogroup15645	NA
isogroup15674	sodium/potassium-transporting ATPase subunit alpha-3 [Gallus gallus]
isogroup15684	PREDICTED: similar to solute carrier family 1 (neuronal/epithelial high affinity glutamate transporter, system Xag), member 1 [Taeniopygia guttata]

Isogroup	Annotation from nr Database
isogroup15700	PREDICTED: similar to RING-finger protein [Taeniopygia guttata]
isogroup15718	NA
isogroup15800	PREDICTED: hypothetical protein [Gallus gallus]
isogroup15822	PREDICTED: pentatricopeptide repeat domain 2 [Taeniopygia guttata]
isogroup15855	NA
isogroup15857	NA
isogroup15869	PREDICTED: RMI1, RecQ mediated genome instability 1, homolog [Taeniopygia guttata]
isogroup15889	protein mab-21-like 1 [Homo sapiens]
isogroup15905	PREDICTED: tetratricopeptide repeat domain 33 [Taeniopygia guttata]
isogroup15918	PREDICTED: corneal wound healing-related protein [Taeniopygia guttata]
isogroup15928	PREDICTED: similar to DnaJ (Hsp40) homolog, subfamily C, member 21 [Taeniopygia guttata]
isogroup16017	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup16030	NA
isogroup16139	PREDICTED: similar to KIAA1281 protein [Taeniopygia guttata]
isogroup16198	NA
isogroup16213	PREDICTED: corneal wound healing-related protein [Taeniopygia guttata]
isogroup16268	PREDICTED: centrosomal protein 78kDa [Taeniopygia guttata]
isogroup16272	NA
isogroup16303	PREDICTED: similar to Hepatocyte nuclear factor 6 (HNF-6) (One cut domain family member 1) isoform 1 [Canis familiaris]
isogroup16345	hydroxysteroid (17-beta) dehydrogenase 4 [Gallus gallus]
isogroup16360	PREDICTED: aprataxin [Taeniopygia guttata]
isogroup16435	NA
isogroup16459	NA
isogroup16535	NA
isogroup16556	PREDICTED: SEC24 family, member C (S. cerevisiae) [Taeniopygia guttata]
isogroup16568	PREDICTED: neurotrophic tyrosine kinase, receptor, type 2, partial [Taeniopygia guttata]
isogroup16569	AF355752_1 reverse transcriptase [Chelonia mydas]
isogroup16607	PREDICTED: hyperpolarization activated cyclic nucleotide-gated potassium channel 2 [Taeniopygia guttata]
isogroup16608	NA
isogroup16622	NA
isogroup16656	PREDICTED: general transcription factor IIH, polypeptide 2, 44kD subunit isoform 8 [Pan troglodytes]
isogroup16713	NA

Isogroup	Annotation from nr Database
isogroup16722	NA
isogroup16723	PREDICTED: LMBR1 domain containing 2 [Taeniopygia guttata]
isogroup16831	NA
isogroup16879	PREDICTED: similar to Small nuclear RNA activating complex, polypeptide 3 [Gallus gallus]
isogroup16885	NA
isogroup16937	PREDICTED: inositol 1,3,4-triphosphate 5/6 kinase [Taeniopygia guttata]
isogroup16964	NA
isogroup17042	NA
isogroup17083	PREDICTED: similar to AP-3 complex subunit beta-1 [Taeniopygia guttata]
isogroup17092	PREDICTED: similar to protein tyrosine kinase fer isoform 1 [Bos taurus]
isogroup17106	PREDICTED: similar to alpha-L-iduronidase, partial [Taeniopygia guttata]
isogroup17110	NA
isogroup17131	NA
isogroup17154	PREDICTED: minichromosome maintenance complex component 3 associated protein [Taeniopygia guttata]
isogroup17195	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup17198	PREDICTED: SET binding protein 1 [Taeniopygia guttata]
isogroup17210	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup17243	PREDICTED: transient receptor potential cation channel, subfamily M, member 3 [Taeniopygia guttata]
isogroup17286	NA
isogroup17296	PREDICTED: histidine acid phosphatase domain containing 1 [Taeniopygia guttata]
isogroup17309	PREDICTED: upstream binding transcription factor, RNA polymerase I [Equus caballus]
isogroup17356	PREDICTED: similar to ring finger protein 38 [Monodelphis domestica]
isogroup17372	talin 1 [Gallus gallus]
isogroup17408	PREDICTED: polymerase (DNA directed) kappa, partial [Taeniopygia guttata]
isogroup17573	PREDICTED: sema domain, immunoglobulin domain (Ig), transmembrane domain (TM) and short cytoplasmic domain, (semaphorin) 4D [Taeniopygia guttata]
isogroup17579	NA
isogroup17604	sorting nexin 2 [Gallus gallus]
isogroup17609	NA
isogroup17874	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup17888	NA
isogroup17919	PREDICTED: calsyntenin 1 [Taeniopygia guttata]
isogroup17971	NA

Isogroup	Annotation from nr Database
isogroup18008	PREDICTED: protein inhibitor of activated STAT X [Taeniopygia guttata]
isogroup18135	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup18252	PREDICTED: similar to cytoplasmic dynein 1 heavy chain 1 [Taeniopygia guttata]
isogroup18497	putative DnaJ subfamily A member 1 variant 3 [Taeniopygia guttata]
isogroup18615	kinesin family member 3B [Gallus gallus]
isogroup18645	NA
isogroup18708	PREDICTED: similar to Hippocampus abundant transcript-like protein 1 [Taeniopygia guttata]
isogroup18739	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup18743	PREDICTED: similar to G elongation factor, mitochondrial 2 [Taeniopygia guttata]
isogroup18777	PREDICTED: insulin-like growth factor 1 receptor [Taeniopygia guttata]
isogroup18865	NA
isogroup18887	PREDICTED: similar to ring finger protein 38 [Monodelphis domestica]
isogroup18904	NA
isogroup19029	PREDICTED: fer (fps/fes related) tyrosine kinase (phosphoprotein NCP94) [Taeniopygia guttata]
isogroup19076	PREDICTED: similar to KIAA1119 protein [Monodelphis domestica]
isogroup19160	PREDICTED: solute carrier family 12 (sodium/potassium/chloride transporters), member 2 [Taeniopygia guttata]
isogroup19188	NA
isogroup19270	NA
isogroup19414	NA
isogroup19416	PREDICTED: neuronal protein 3.1 [Taeniopygia guttata]
isogroup19477	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup19565	NA
isogroup19575	NA
isogroup19619	NA
isogroup19650	NA
isogroup19721	guanine nucleotide-binding protein G(I)/G(S)/G(O) subunit gamma-3 precursor [Mus musculus]
isogroup19808	PREDICTED: fibroblast growth factor 10 [Taeniopygia guttata]
isogroup20096	NA
isogroup20144	NA
isogroup20211	PREDICTED: similar to arylsulfatase B [Taeniopygia guttata]
isogroup20235	PREDICTED: signal-induced proliferation-associated 1 like 2 [Taeniopygia guttata]
isogroup20237	PREDICTED: centrosomal protein 78kDa [Taeniopygia guttata]
isogroup20295	NA

Isogroup	Annotation from nr Database
isogroup20328	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup20463	PREDICTED: similar to cyclin G associated kinase [Taeniopygia guttata]
isogroup20470	PREDICTED: similar to DnaJ (Hsp40) homolog, subfamily C, member 21 [Taeniopygia guttata]
isogroup20549	NA
isogroup20555	PREDICTED: similar to transcription factor IIB 150 [Taeniopygia guttata]
isogroup20562	NA
isogroup20569	PREDICTED: similar to deleted in liver cancer 1 [Taeniopygia guttata]
isogroup20578	NA
isogroup20683	NA
isogroup20772	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup20776	PREDICTED: similar to TBC1 domain family member 2A [Taeniopygia guttata]
isogroup20800	NA
isogroup20829	NA
isogroup20938	NA
isogroup20993	PREDICTED: similar to oxytocinase splice [Gallus gallus]
isogroup21006	PREDICTED: cyclin-dependent kinase-like 5 [Taeniopygia guttata]
isogroup21015	NA
isogroup21055	NA
isogroup21092	PREDICTED: similar to KIAA0456 protein [Taeniopygia guttata]
isogroup21194	PREDICTED: amyloid beta (A4) precursor protein-binding, family A, member 1 [Taeniopygia guttata]
isogroup21279	PREDICTED: jumonji domain containing 2C [Taeniopygia guttata]
isogroup21281	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup21321	PREDICTED: similar to monogenic, audiogenic seizure susceptibility 1 homolog (mouse), [Monodelphis domestica]
isogroup21329	PREDICTED: WD repeat domain 41 [Taeniopygia guttata]
isogroup21350	NA
isogroup21399	NA
isogroup21426	PREDICTED: endothelial differentiation, lysophosphatidic acid G-protein-coupled receptor, 2 [Taeniopygia guttata]
isogroup21436	PREDICTED: similar to PLCG1 variant protein [Monodelphis domestica]
isogroup21454	PREDICTED: interleukin 6 signal transducer (gp130, oncostatin M receptor) [Taeniopygia guttata]
isogroup21606	NA
isogroup21656	PREDICTED: similar to ubiquitin-like with PHD and ring finger domains 2, partial [Taeniopygia guttata]
isogroup21778	PREDICTED: similar to C1orf15 [Gallus gallus]

**Isogroup**	**Annotation from nr Database**
isogroup21857	PREDICTED: similar to phosphatidylinositol glycan, class G [Taeniopygia guttata]
isogroup21886	PREDICTED: osteoclast stimulating factor 1 [Taeniopygia guttata]
isogroup21953	NA
isogroup22026	NA
isogroup22027	NA
isogroup22037	NA
isogroup22044	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup22075	PREDICTED: similar to FCH domain only protein 2 [Taeniopygia guttata]
isogroup22087	hypothetical protein [Taeniopygia guttata]
isogroup22190	PREDICTED: similar to ankyrin repeat-containing cofactor-1 [Gallus gallus]
isogroup22217	NA
isogroup22257	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup22262	PREDICTED: zinc finger, CCHC domain containing 6 [Taeniopygia guttata]
isogroup22270	PREDICTED: similar to guanine nucleotide exchange factor [Gallus gallus]
isogroup22357	NA
isogroup22417	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup22481	PREDICTED: hypothetical protein [Gallus gallus]
isogroup22504	PREDICTED: similar to dishevelled-associated activator of morphogenesis 1 [Gallus gallus]
isogroup22507	NA
isogroup22548	coatomer protein complex, subunit alpha [Gallus gallus]
isogroup22565	PREDICTED: microtubule-associated protein 1A [Taeniopygia guttata]
isogroup22576	PREDICTED: hypothetical protein [Gallus gallus]
isogroup22601	PREDICTED: similar to X-ray repair cross complementing protein 4 [Taeniopygia guttata]
isogroup22667	NA
isogroup22700	PREDICTED: similar to axonal transport of synaptic vesicles isoform 2 [Ornithorhynchus anatinus]
isogroup22706	NA
isogroup22714	NA
isogroup22726	PREDICTED: multiple PDZ domain protein [Taeniopygia guttata]
contig90135	NA
contig90188	NA

Supplementary Table 2. Genes expressed higher in females than males in the medial amygdala.

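Table S2 holds 175 entries, of which 174 are isogroups and 1 is the contig contig90185. Its log2 difference (control males minus control females) in the medial amygdala was -2.23 (standard error 0.15, adjusted p = 9.4e-06 from limma), a 4.69-fold higher value in control females, with a lower value in the male on 8 of 8 arrays that paired the sexes. Its probes gave -2.44 to -2.04, and the first is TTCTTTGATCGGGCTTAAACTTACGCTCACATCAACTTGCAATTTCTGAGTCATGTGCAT, at positions 13 to 72.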

Isogroup	Annotation from nr Database
isogroup00008	PREDICTED: similar to UTP18, small subunit processome component [Taeniopygia guttata]
isogroup00027	PREDICTED: similar to coiled-coil domain containing 5 [Taeniopygia guttata]
isogroup00028	adipocyte differentiation-related protein [Gallus gallus]
isogroup00032	NA
isogroup00052	NA
isogroup00073	NA
isogroup00097	PREDICTED: transforming, acidic coiled-coil containing protein 3 [Taeniopygia guttata]
isogroup00147	NA
isogroup00182	PREDICTED: similar to pol-like protein ENS-3 [Taeniopygia guttata]
isogroup00204	PREDICTED: hypothetical protein [Gallus gallus]
isogroup00230	NA
isogroup00260	PREDICTED: similar to Gag-Pro-Pol-Env protein [Taeniopygia guttata]
isogroup00396	PREDICTED: similar to KIAA1892 protein - DDB1- and CUL4-associated factor 12 [Monodelphis domestica]
isogroup00459	NA
isogroup00499	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup00520	PREDICTED: metallophosphoesterase 1 [Taeniopygia guttata]
isogroup00545	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup00584	PREDICTED: phosphotriesterase related [Taeniopygia guttata]
isogroup00657	PREDICTED: similar to POLG2 protein [Taeniopygia guttata]
isogroup00660	PREDICTED: similar to polyprotein [Taeniopygia guttata]
isogroup00829	PREDICTED: collagen, type IV, alpha 3 (Goodpasture antigen) binding protein [Taeniopygia guttata]
isogroup00842	PREDICTED: similar to Gag-Pro-Pol-Env protein [Taeniopygia guttata]
isogroup00849	activated RNA polymerase II transcriptional coactivator p15 [Gallus gallus]
isogroup00993	PREDICTED: similar to interleukin 22-binding protein [Taeniopygia guttata]
isogroup01113	NA
isogroup01222	PREDICTED: similar to pol-like protein ENS-3, partial [Taeniopygia guttata]
isogroup01269	valosin-containing protein [Gallus gallus]
isogroup01578	NA
isogroup01716	PREDICTED: similar to potassium channel modulatory factor 1 [Taeniopygia guttata]
isogroup01999	NA
isogroup02339	PREDICTED: similar to opioid receptor, kappa 1 [Taeniopygia guttata]
isogroup02469	putative protein kinase C inhibitor/ASWZ [Taeniopygia guttata]

**Isogroup**	**Annotation from nr Database**
isogroup02829	PREDICTED: similar to ARKadia-like 1 isoform 2 [Taeniopygia guttata]
isogroup02863	NA
isogroup02965	PREDICTED: similar to WD repeat domain 51A [Gallus gallus]
isogroup03020	PREDICTED: ankyrin repeat, SAM and basic leucine zipper domain containing 1 [Taeniopygia guttata]
isogroup03130	NA
isogroup03190	PREDICTED: hypothetical protein [Gallus gallus]
isogroup03286	PREDICTED: similar to early response to neural induction ERNI [Gallus gallus]
isogroup03670	NA
isogroup03755	putative neurotensin variant 1 [Taeniopygia guttata]
isogroup03875	PREDICTED: hypothetical protein [Gallus gallus]
isogroup03917	NA
isogroup04099	NA
isogroup04108	PREDICTED: centromere protein Q [Taeniopygia guttata]
isogroup04353	NA
isogroup04474	NA
isogroup04509	PREDICTED: similar to Adenylate kinase isoenzyme 5, partial [Taeniopygia guttata]
isogroup04679	NA
isogroup04702	NA
isogroup04710	unnamed protein product [Homo sapiens]
isogroup04876	NA
isogroup04878	NA
isogroup04887	PREDICTED: enoyl Coenzyme A hydratase domain containing 2 [Taeniopygia guttata]
isogroup04912	NA
isogroup05078	NA
isogroup05190	PREDICTED: similar to Gag polyprotein [Taeniopygia guttata]
isogroup05470	NA
isogroup05551	NA
isogroup05793	PREDICTED: similar to polyprotein [Taeniopygia guttata]
isogroup05794	NA
isogroup06101	PREDICTED: similar to rCG43799 [Taeniopygia guttata]
isogroup06103	NA
isogroup06151	NA
isogroup06322	NA
isogroup06326	tumor necrosis factor, alpha-induced protein 6 [Gallus gallus]

Isogroup	Annotation from nr Database
isogroup06361	NA
isogroup06396	NA
isogroup06400	YK047_HUMAN RecName: Full=Putative Ig-like domain-containing protein DKFZp686O24166/DKFZp686I21167; Flags: Precursor
isogroup06423	NA
isogroup06470	PREDICTED: similar to Gag-Pro-Pol-Env protein [Taeniopygia guttata]
isogroup06762	NA
isogroup06853	NA
isogroup07047	NA
isogroup07054	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup07155	NA
isogroup07236	NA
isogroup07917	NA
isogroup07950	MC4R [Anser anser]
isogroup08029	NA
isogroup08046	NA
isogroup08283	NA
isogroup08540	NA
isogroup08616	NA
isogroup08914	NA
isogroup09039	NA
isogroup09204	NA
isogroup09649	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup09947	NA
isogroup10000	NA
isogroup10287	NA
isogroup10489	NA
isogroup10497	NA
isogroup10572	hypothetical protein LOC422926 [Gallus gallus]
isogroup10667	transcription factor BTF3 isoform 1 [Mus musculus]
isogroup10762	NA
isogroup10781	PREDICTED: similar to Gag-Pro-Pol protein [Taeniopygia guttata]
isogroup10805	NA
isogroup10971	NA
isogroup11168	PREDICTED: similar to gag-pro-pol polyprotein [Taeniopygia guttata]
isogroup11389	NA

Isogroup	Annotation from nr Database
isogroup11430	NA
isogroup11507	NA
isogroup11565	NA
isogroup12398	NA
isogroup12400	PREDICTED: similar to polymerase [Taeniopygia guttata]
isogroup12731	NA
isogroup12784	PREDICTED: retinal G-protein coupled receptor [Taeniopygia guttata]
isogroup13068	PREDICTED: similar to MEX3C [Ornithorhynchus anatinus]
isogroup13176	NA
isogroup13527	NA
isogroup13857	PREDICTED: hypothetical protein [Gallus gallus]
isogroup13902	NA
isogroup14050	PREDICTED: putative preproenkephalin 1 [Taeniopygia guttata]
isogroup14064	PREDICTED: similar to pol-like protein ENS-3, partial [Taeniopygia guttata]
isogroup14780	NA
isogroup14976	NA
isogroup15028	NA
isogroup15127	hypothetical protein PANDA_012261 [Ailuropoda melanoleuca]
isogroup15585	NA
isogroup15617	ribosomal protein S13 [synthetic construct]
isogroup15653	PREDICTED: similar to pol protein [Ornithorhynchus anatinus]
isogroup15823	PREDICTED: galanin receptor 3 [Taeniopygia guttata]
isogroup16070	NA
isogroup16168	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup16200	PREDICTED: similar to Envelope glycoprotein [Taeniopygia guttata]
isogroup16214	PREDICTED: similar to trans-Golgi protein GMx33 [Gallus gallus]
isogroup16245	NA
isogroup16354	PREDICTED: similar to Gag-Pro-Pol-Env protein [Taeniopygia guttata]
isogroup16521	NA
isogroup16621	NA
isogroup16842	PREDICTED: similar to mCG21813 [Taeniopygia guttata]
isogroup16889	PREDICTED: similar to polymerase (RNA) III (DNA directed) polypeptide H (22.9kD) isoform 2 [Taeniopygia guttata]
isogroup17167	NA
isogroup17181	NA
isogroup17199	POL-like [Gallus gallus]

Isogroup	Annotation from nr Database
isogroup17235	NA
isogroup17458	PREDICTED: zinc finger, CCHC domain containing 4 [Taeniopygia guttata]
isogroup17762	NA
isogroup18340	NA
isogroup18344	PREDICTED: PDZ domain containing RING finger 4 [Taeniopygia guttata]
isogroup18919	NA
isogroup18978	PREDICTED: similar to polymerase [Taeniopygia guttata]
isogroup19033	NA
isogroup19043	env [Bonasa umbellus]
isogroup19260	NA
isogroup19287	PREDICTED: TATA box binding protein (TBP)-associated factor, RNA polymerase I, B, 63kDa [Taeniopygia guttata]
isogroup19308	PREDICTED: solute carrier family 18 (vesicular monoamine), member 2 [Taeniopygia guttata]
isogroup19373	hypothetical protein [Gallus gallus]
isogroup19448	PREDICTED: similar to pol protein [Taeniopygia guttata]
isogroup19487	NA
isogroup19506	NA
isogroup19515	NA
isogroup19542	NA
isogroup19731	NA
isogroup19892	cdc48 [Larimichthys crocea]
isogroup20100	PREDICTED: similar to alpha-kinase 2 [Taeniopygia guttata]
isogroup20441	NA
isogroup20545	NA
isogroup20788	NA
isogroup21027	PREDICTED: hypothetical protein [Taeniopygia guttata]
isogroup21227	NA
isogroup21286	NA
isogroup21319	NA
isogroup21653	NA
isogroup21676	NA
isogroup21763	PREDICTED: similar to Gag-Pro-Pol-Env protein [Taeniopygia guttata]
isogroup21866	NA
isogroup22080	NA
isogroup22154	NA

**Isogroup**	**Annotation from nr Database**
isogroup22206	mKIAA1376 protein [Mus musculus]
isogroup22521	NA
isogroup22599	PREDICTED: v-Ha-ras Harvey rat sarcoma viral oncogene homolog [Taeniopygia guttata]
isogroup22629	NA
contig90185	NA

Supplementary Table 3. Gene Ontology terms over-represented among genes significantly differentially expressed between males and females in the medial amygdala.

GO ID	GO Description
GO:0000079	regulation of cyclin-dependent protein kinase activity
GO:0000910	cytokinesis
GO:0001649	osteoblast differentiation
GO:0006916	anti-apoptosis
GO:0007018	microtubule-based movement
GO:0007019	microtubule depolymerization
GO:0007033	vacuole organization
GO:0007265	Ras protein signal transduction
GO:0009636	response to toxin
GO:0010740	positive regulation of intracellular protein kinase cascade
GO:0014075	response to amine stimulus
GO:0019058	viral infectious cycle
GO:0030041	actin filament polymerization
GO:0030307	positive regulation of cell growth
GO:0031016	pancreas development
GO:0031103	axon regeneration
GO:0031269	pseudopodium assembly
GO:0031929	TOR signaling cascade
GO:0033273	response to vitamin
GO:0034968	histone lysine methylation
GO:0043627	response to estrogen stimulus
GO:0045841	negative regulation of mitotic metaphase/anaphase transition
GO:0046519	sphingoid metabolic process
GO:0048732	gland development
GO:0050673	epithelial cell proliferation
GO:0051313	attachment of spindle microtubules to chromosome
GO:0051914	positive regulation of synaptic plasticity by chemical substance
GO:0060429	epithelium development
GO:0070507	regulation of microtubule cytoskeleton organization
GO:0004620	phospholipase activity
GO:0004713	protein tyrosine kinase activity
GO:0004896	cytokine receptor activity
GO:0005496	steroid binding
GO:0008528	G-protein coupled peptide receptor activity

**GO ID**	**GO Description**
GO:0015631	tubulin binding
GO:0016408	C-acyltransferase activity
GO:0019207	kinase regulator activity
GO:0019838	growth factor binding
GO:0019900	kinase binding
GO:0032559	adenyl ribonucleotide binding
GO:0035004	phosphatidylinositol 3-kinase activity
GO:0050839	cell adhesion molecule binding
GO:0015630	microtubule cytoskeleton
GO:0043005	neuron projection
GO:0044430	cytoskeletal part
GO:0044431	Golgi apparatus part

Supplementary Table 4. Genes expressed higher in males than females in the hypothalamus.

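Among the tables for the hypothalamus, Table S4 has 483 entries and all are isogroups. Table S5, for genes higher in control females, has 3 contigs among its 128 entries. In the hypothalamus the log2 difference (control males minus control females) was -1.86 for contig90185 (standard error 0.13, adjusted p = 6.7e-06 from limma), -0.73 for contig90192 (standard error 0.30, adjusted p = 0.7 from limma) and -0.38 for contig90110 (standard error 0.15, adjusted p = 0.66 from limma). The adjusted p with probes as replicates was 0.04 for contig90192 and 0.054 for contig90110. The probes of each of these contigs overlap, so these values may be too small.

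The tables on T-treatment name contigs as well. In the medial amygdala of females, 5 contigs of Table S9 (contig90074, contig90116, contig90192, contig90199 and contig90201) had log2 differences between T-treated and control females from 0.73 to 1.11, and contig90154 of Table S10 had -0.83, with adjusted p-values from limma between 0.53 and 0.71. Of these 6, 5 passed with probes as replicates, and contig90074 did not (adjusted p = 0.057 from limma). When arrays 7 and 9 were read in the order of their titles, all 6 values came nearer to 0 or changed sign (contig90074 -0.18, contig90116 0.28, contig90192 0.37, contig90199 0.66, contig90201 0.16 and contig90154 -0.49), and none passed in either fit. By the channel labels, contig90116, contig90192, contig90199 and contig90201 had the sign of the fit on 1 of the 2 arrays that paired T-treated with control females. In males, the log2 difference between T-treated and control birds was 0.60 for contig90180 of Table S17 in the medial amygdala, 0.65 for contig90068 of Table S19 and -0.57 for contig90097 of Table S20 in the hypothalamus, and the adjusted p-values from limma were 0.4, 0.45 and 0.59. Over all tables, leaving out Table S8, which repeats contig90185, contigs with adjusted p under 0.05 made up 2 of the 15 entries with probe means and 12 with probes as replicates. Several of these contigs have overlapping probes, which the count of 12 takes as replicates.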

How the deposited data were processed for this re-analysis (not part of the article)

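Gene expression was measured in dark-eyed juncos with 2-colour arrays of 135000 spots. Control males, T-treated males, control females and T-treated females were compared in the medial amygdala (the sample records name it as ventromedial telencephalon, as the paper does for the dissection) and in the hypothalamus. The series also holds arrays of liver and of pectoralis muscle, which the paper does not report. Each tissue had 12 arrays, 48 in all. An array paired 1 bird in the Cy3 channel with 1 bird of another group in the Cy5 channel, each of the 6 pairs of groups had 2 arrays, and each group had 6 birds per tissue, 3 with each dye. Groups, implants and days were taken from the sample records, and the order of groups on an array from its channel labels. For arrays 7 and 9 of the medial amygdala, of liver and of pectoralis the titles give the opposite order.

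The authors scanned the arrays with GenePix, extracted them with NimbleScan and normalized them in R with limma. The paper's text does not name the kind of normalization. The deposited value of each spot is 1 log2 ratio of the 2 channels. The value table of the series held the same numbers (largest difference 0.0), so it gave no separate result. The values used here hold no signal of a single channel and no random probes. The analysis planned before the data were examined used the separate channels, with log2 ratios as the fallback, and the fallback was used. Neither the records nor the methods state which channel is the numerator. Cy5 over Cy3 was used as the likely direction, and log2 was taken from the methods.

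The arrays carry 3 different probes of 60 nt for each of 33545 contigs and 34365 single probes. Probes of a contig were averaged on each array. With limma 3.58.1 in R 4.3.3, a linear model was fitted per contig to the 12 log2 ratios of a tissue. A group counted 1 in the Cy5 channel and -1 in the Cy3 channel, with control males as the reference, and an intercept took up the dye effect. With 8 residual degrees of freedom, variances were moderated by the empirical Bayes method (prior degrees of freedom 4.27 in the medial amygdala and 5.22 in the hypothalamus). The comparisons were control males minus control females, T-treated minus control females, T-treated minus control males, and the sex-by-T interaction, defined as the effect of T in females minus that in males. Adjustment by Benjamini-Hochberg covered the 6 brain comparisons together, and the interactions of both regions together, with a threshold of 0.05. T-treated males minus T-treated females, single probes, liver and pectoralis were fitted the same way. A second fit, added after the data were examined, kept the 3 probes as correlated replicates with limma's duplicateCorrelation (statmod 1.5.0).

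Array medians lay between -0.0278 and 0.0125 in the medial amygdala, between -0.0132 and 0.0187 in the hypothalamus, between -0.1079 and 0.0855 in liver and between -0.0287 and 0.0222 in pectoralis. The median residual SD of a contig was 0.317 (log2) in the medial amygdala, 0.275 in the hypothalamus, 0.478 in liver and 0.32 in pectoralis. The number of arrays limits the precision. The fit was tested on simulated data with the design and residual spread of the real arrays, 33545 contigs and known effects of T in females. In the medial amygdala it recovered 8.96% of 67 contigs changed by 0.5 (log2), 67.2% of 67 changed by 1 and 92.4% of 66 changed by 2, with 6 false calls. In the hypothalamus it recovered 19.4%, 83.6% and 100%, with 4 false calls. These simulations adjusted p-values over the comparison of females alone and drew the noise of each contig independently, so their rates do not carry over to the reported calls. In the real data, other groupings of the females called up to 90 contigs in the medial amygdala and 36 in the hypothalamus.

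Overlaps were counted per direction and set beside the product of both lists' sizes over the number of contigs. Fisher's exact test of an overlap was one-sided. Correlations across contigs are given as Pearson's r, with Spearman's rho where stated. The rule for names, set before the data were examined, took the genes the paper names and, in each comparison, the annotated isogroups with the largest differences past the threshold. With no annotation to go by, it was held to the contigs past the threshold with the largest differences, at most 2 up and 2 down per comparison. The paper's genes are listed under isogroups, which no table used here pairs with contigs, so no gene is named, and the 13 contigs of File S1 are named by contig. Contigs called in both sexes are named as chosen after their values were seen.

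Alternatives were another adjustment for multiple tests, no dye term, arrays centred on their medians, the replicate number as a block, arrays 7 and 9 in title order or left out, each array left out in turn, and, added later, the probes as replicates, array weights and arrays scaled to one spread. The replicate numbers of the labels count birds within a group and dye. Splits of the birds into other groups numbered 100 for each comparison, the real one included. Gene Ontology terms, isogroup statistics, the study's filter on expressed isogroups and quantile normalization of channels were left out, since they need isogroups or the signals of single channels.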

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

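All tests of explanations in this part were chosen after the results they weigh had been seen, as was the fit with probes as replicates. All ratios were read as Cy5 over Cy3.

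A difference between the sexes in the effect of T was called in 101 contigs of the medial amygdala (55 with the larger value of the effect in females, 46 in males) and in 52 of the hypothalamus (30 and 22), at an adjusted p under 0.05 for the sex-by-T interaction from limma with probes as replicates. In the medial amygdala the count was 23 with arrays 7 and 9 in title order and 911 with them left out. With probe means the counts were 0 and 0, with 2144 and 1766 contigs at an unadjusted p under 0.05, only somewhat above the 5% expected with no interaction. The paper does not report this test. Other groupings of the birds called as many or more contigs often enough that chance is not excluded for these calls (29 and 57 of 100 groupings, the real one included).

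In comparisons and probes that the paper does not report, T-treated males and T-treated females differed in 444 contigs of the medial amygdala (206 higher in males, 238 in females) and in 653 of the hypothalamus (366 and 287). Among the 34365 single probes, the control sexes differed in 38 in the medial amygdala, of which 37 were higher in females, and in 69 in the hypothalamus, of which 57 were higher in females. T-treated and control females differed in 1 single probe in the medial amygdala (JhyeP00015931, log2 difference 1.39, standard error 0.21, adjusted p = 0.025 from limma), and T-treated and control males in 2 in the hypothalamus (JhyeP00072826 at -2.44 and JhyeP00492714 at -1.17). In the pectoralis, the control sexes differed in 4 contigs, contig03669 (log2 difference 0.97, higher in males) and contig17332, contig19606 and contig21915 (-1.99, -1.43 and -1.72), and in 333 with probes as replicates. These probes and contigs are named after their values were seen. Of 14 sets of arrays tested, each a named contig with a sex difference in a brain region over the 8 arrays that pair the sexes, 0 had an array far from the others. Effects of T, single probes and the pectoralis were not tested this way.

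The liver arrays did not show the sex signal of the other tissues. Over 36 contigs higher in females in both brain regions, the median log2 ratio had the sign given by the labels on 8 of 8 pectoralis arrays that paired the sexes, and the opposite sign on 6 of 8 liver arrays, while the other 2 lay within 0.5 of 0 (0.41 with the opposite sign and 0.16 with that of the labels). An absence of any sex difference in these contigs in liver would keep ratios near 0, but 1 array reached 2.12, and ratios that all run the other way are excluded by 3 arrays that break that direction too, array 6 (0.16) and arrays 7 and 9, which pair females only and had -1.55 and 1.21. Liver files matched to other labels would give clear ratios on arrays whether or not their labels pair the sexes, and ratios beyond 0.5 in size appeared on 8 of 12 arrays, 6 that pair the sexes and 2 that pair birds of one sex, which is consistent with such a mismatch. The titles of liver arrays 7 and 9 name the groups in the other order than the channel labels, but either order names females in both channels. A sex difference of these contigs that is peculiar to liver stays open, and no array was given other labels.

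The sex difference was shared between the brain regions (205 contigs), and between control and T-treated birds (212 contigs in the medial amygdala, 391 in the hypothalamus, 0 in opposite directions). Chance deviations of birds sampled in both regions stay open as a part of the sharing: between single arrays of control birds in one region and of T-treated birds in the other, which hold different birds, the sex differences correlated across contigs from -0.10 to 0.37 over 8 pairs of arrays, and the effects of T in females and in males, taken for reference, from -0.08 to 0.04. Once this test had left the question open, another was added. It took the 205 contigs with the largest difference of one sign in both regions, chosen on the arrays that paired control birds. In T-treated birds, 90.7% had the same direction in the medial amygdala and 91.2% in the hypothalamus (40% and 41.5% for T in females against males). The shares were 95.5% and 94.3% for the 157 contigs higher in control females, and 75% and 81.2% for the 48 higher in control males. The outcome speaks against chance deviations of shared birds for most of these contigs, less so for those higher in control males. It was not the test set first. The dosage of genes on the Z chromosome, of which males carry a pair, would keep most male-higher contigs within 2-fold, and 81.6% of them were in the medial amygdala, but small differences are common for other reasons and no position was known for a contig, so this explanation cannot be told apart from others. The mark of sex itself, by hormones or by sex chromosomes, stays open.

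Contigs called on 10 arrays of a region for the sex difference, adjusted over that comparison alone, had the same direction on the 2 arrays that paired the compared groups directly, which hold other birds, in 99.1% of 117 in the medial amygdala and 95.3% of 212 in the hypothalamus with probe means, and in 93.0% and 78.4% with probes as replicates. For T, 0 contigs were called on 10 arrays with probe means, so what follows rests on probes as replicates alone. For T in females the share was 64.8% of 1663 contigs in the medial amygdala, which decides nothing as the single arrays disagreed (27.4% on array 7 and 87.7% on array 9), and 40.5% of 37 contigs in the hypothalamus (35.1% and 48.6% on the single arrays), which speaks against a difference common to the birds but rests on few contigs that are not independent, and for T in males it was 66.7% of 9 contigs and 28.0% of 935, where the single arrays of the hypothalamus disagreed (17.6% and 61.2%) and the question stays open. Reading medial amygdala arrays 7 and 9 in title order is not settled by their values: array 9 correlated with the other arrays at 0.46 by its channel labels and array 7 at -0.25. An effect of T that varies between birds stays open, as does an effect too small for this number of arrays.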

How the results depend on the processing

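The fit with probes as replicates, array weights and scaling to one spread were chosen after the data were examined, and the other alternatives before. Contigs with a sex difference of controls were called under every setting run. Its total counts stayed within 1.5 times those from probe means with arrays centred on their medians, with Benjamini-Hochberg adjustment within each comparison, with Storey q-values, without a dye term and with arrays scaled, and in the medial amygdala with arrays 7 and 9 in title order or left out. By direction, adjustment within each comparison moved the count higher in control males further, from 76 to 122 in the medial amygdala and from 242 to 408 in the hypothalamus. Where a count moved further, the cause was not tested, apart from fewer arrays where arrays were left out.

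The effect of T moved most. In females in the medial amygdala (8 contigs from probe means), 0 contigs were called with adjustment within each comparison, 0 with arrays 7 and 9 in title order, and 34 with them left out. In females in the hypothalamus (3), adjustment within each comparison gave 0. In males in the medial amygdala (0), 1 contig was called with arrays centred, 1 with arrays scaled, 1 with arrays 7 and 9 in title order and 1 with them left out. In males in the hypothalamus (2), 1 was called with adjustment within each comparison and 7 with arrays scaled. With array weights, the counts in the medial amygdala were 410 (sex difference), 85 (T in females) and 11 (T in males), and in the hypothalamus 714, 5 and 10. For the interaction, 0 contigs were called with probe means under every setting.

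In the fit with probes as replicates, 980, 450 and 58 contigs were called in the medial amygdala for the sex difference, T in females and T in males, and 101 for the interaction, and in the hypothalamus 1012, 131, 157 and 52. Storey q-values gave the same counts except 53 for the interaction in the hypothalamus. The share of contigs higher in control males in the medial amygdala was 30% from probe means and 64.3% with probes as replicates. Contigs called in both tissues numbered 548 for the sex difference, 27 for T in females and 12 for T in males, and contigs called in both sexes numbered 3 in the medial amygdala and 2 in the hypothalamus. With arrays 7 and 9 in title order as well, the counts in the medial amygdala were 894, 109, 49 and 23, and with them left out 1561, 1176, 82 and 911.

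In the leave-one-out fits, in which each array was left out in turn, the sex difference ranged from 147 to 374 contigs in the medial amygdala and from 259 to 465 in the hypothalamus. T in females ranged from 2 to 179 (the highest without array 7) and from 0 to 4, T in males from 0 to 3 and from 2 to 9, and the interaction from 0 to 0. The ranges with probes as replicates were 636 to 2140 and 779 to 1223 for the sex difference, 191 to 2410 and 89 to 312 for T in females, and 31 to 113 and 108 to 489 for T in males.

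The replicate block used the replicate number within a dye from the labels. The block gave 30 contigs for the sex difference in the medial amygdala (0 higher in control males) and 59 in the hypothalamus (2 higher in control males). For T in females it gave 0 and 0, and for T in males 1 in the hypothalamus. The labels do not say that a number marks a shared animal, litter or day. Across tissues, 12 pairs of arrays with the same labels had residuals that correlated at 0.18 on average (from -0.22 to 0.52, above 0 in 10 pairs; permutation p = 7e-05 over 100000 permutations), which hints at shared birds but did not hold for every pair, so the numbers were not taken to pair samples.

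Of 32 named values, 2 reversed: with arrays 7 and 9 in title order, the effect of T in females was -0.01 for contig29960 and -0.18 for contig90074, with probe means and with probes as replicates. When probe means were fitted, 8 named values lost the threshold with adjustment within each comparison, 14 with the replicate block, 4 with arrays 7 and 9 in title order besides contig29960, which reversed, 4 with them left out, 3 without a dye term, 2 with scaling, 1 with centring and 1 with array weights. Of the same values, 10 gained it and 1 lost it with probes as replicates. Over single arrays left out, 312 values kept their side, 69 lost it and 3 gained it.

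Not run were quantile normalization over channels, other background corrections, filters on expression, the isogroup statistic of the study, and gene lists with their tests, which need the signals of single channels, random probes or isogroups. The fit of log2 ratios and the fit without a filter are those reported, and the value table of the series holds the same values. Signal over background was not known, so no limit from it can be given.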

Differences from the paper's values

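The paper counts isogroups among those it takes as expressed, at a q-value threshold of 0.05, and the counts here are of contigs, of which several can belong to 1 isogroup, so the pairs of numbers differ in what they count. Leave-one-out fits, in which single arrays were left out, were among the alternatives set before the data were examined. The fit with probes as replicates was chosen after the values were seen. It did not call 3 of the 15 entries in the File S1 tables of single comparisons that are named by contig, and probe means did not call 13 of them. Of the paper's 29 counts, 27 differed by more than 1.5 times from those of probe means, and with probes as replicates 9 of the 29 lay within that range, or 13 when arrays 7 and 9 in title order are allowed as well. For overlaps, the alternative set beforehand that was run was adjustment within each comparison.

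For the sex difference in the medial amygdala, the paper's counts are 651 isogroups in all and 476 higher in control males, against 253 and 76 contigs here, and none of the alternatives set beforehand came within 1.5 times. With probes as replicates, the count higher in control males did (630), and with arrays 7 and 9 in title order as well both did (894 in all). The count higher in control females (175 in the paper, 177 here) did not differ. In the hypothalamus, the paper's counts are 483 higher in control males and 128 higher in control females, against 242 and 222. For the first, adjustment within each comparison came within range, the others set beforehand did not, and with probes as replicates and with array weights, both chosen after seeing the values, it did too. For the second, leaving out array 2 or array 8 did and no other alternative did. For contigs called in both regions, the paper's counts are 324 in all, 253 higher in control males and 71 higher in control females, against 205, 45 and 160. Adjustment within each comparison brought the first within range (279) and not the others, probes as replicates brought the second (341), and nothing run brought the third.

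For T in females in the medial amygdala, the paper's counts are 327 in all, 167 higher and 160 lower in T-treated females, against 8, 2 and 6. Of the alternatives set beforehand, only leaving out array 7 brought the count of those higher within range, and probes as replicates brought the total (450) and the count of those lower (193). In the female hypothalamus, the paper's counts are 79, 49 and 30, against 3, 2 and 1, and no setting run came within range. For females in both regions, the paper's counts are 16, 9 and 7, against 0, 0 and 0. Adjustment within each comparison did not come within range, and probes as replicates did only for those lower (10).

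For T in males in the medial amygdala, the paper's counts are 36, 15 and 21, against 0, 0 and 0. None of the alternatives set beforehand came within range, and probes as replicates did only together with arrays 7 and 9 in title order (49 in all). In the male hypothalamus, the paper's counts are 89, 35 and 54, against 2, 2 and 0, and no setting run came within range. For males in both regions, the paper's counts are 8, 4 and 4, against 0, 0 and 0. Adjustment within each comparison did not come within range, and probes as replicates brought the total (12) and those higher (4). For both sexes, the paper's count in the medial amygdala is 3, against 0, which probes as replicates reached (3) and adjustment within each comparison did not, and in the hypothalamus the paper's count is 1, against 0, which neither brought within range.

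The paper finds more genes higher in males than in females in each region. From probe means, the contigs higher in control males were fewer than those higher in control females in the medial amygdala (76 against 177) and more in the hypothalamus (242 against 222). Neither order is firm. With 1 array left out, those higher in control males were more in 1 of 12 fits in the medial amygdala (188 against 186, without array 7). They were fewer in 9 of 12 in the hypothalamus (91 against 168 without array 2). Array weights gave 208 against 202 in the medial amygdala, and in the hypothalamus the fit without a dye term gave 218 against 218. The replicate block, with fewer residual degrees of freedom, gave 2 against 57 in the hypothalamus. Taken with probes as replicates, contigs higher in control males were more in both regions (630 against 350, and 691 against 321). Leave-one-out fits aside, they were more in the hypothalamus in 3 of 5 alternatives set beforehand and 4 of 4 added later. In the medial amygdala they were more in 0 of 7 and 5 of 6.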

Other observations

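The tests of explanations in this part were all chosen after the results had been seen. The splits of birds with probes as replicates belong to a fit that was itself chosen after the data were examined.

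Other groupings of the same birds were fitted with limma, 100 for each comparison with the real grouping included. For the sex difference of controls, 1 of 100 groupings (the real one) called as many contigs in each region (253 against at most 121 otherwise in the medial amygdala, 464 against 48 in the hypothalamus), and chance is excluded. The same held for T-treated birds (1 of 100 in each region: 444 against 109, and 653 against 375). For the pectoralis, 1 of 100 groupings (the real one) called as many, but with 4 contigs against 3 the margin is too small to exclude chance. For the effect of T, chance could not be excluded: in females, 15 of 100 groupings called as many in the medial amygdala (8, highest other 90) and 69 of 100 in the hypothalamus (3, highest other 36), and in the hypothalamus of males, 72 of 100 (2, highest other 93). Where the real count was 0, every grouping calls as many, so these splits say nothing about chance: T in males in the medial amygdala (100 of 100, highest other 33), the interactions (100 of 100 in each region, with 0 in every grouping) and T in the pectoralis (100 of 100 in females, highest other 353, and 100 of 100 in males, with 0 in every grouping).

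Chance was also excluded, with probes as replicates, for the sex difference in the hypothalamus (1 of 100 groupings; 1012, highest other 796), but not in the medial amygdala (10 of 100; 980, highest other 2578) or for T-treated birds (10 of 100 in the medial amygdala; 951, highest other 1888; and 5 of 100 in the hypothalamus; 1558, highest other 2204). It could not be excluded for T in females (20 of 100 in the medial amygdala; 450, highest other 2124; and 74 of 100 in the hypothalamus; 131, highest other 788), for T in males (90 of 100; 58, highest other 603; and 39 of 100; 157, highest other 1317) or for the interactions (29 of 100; 101, highest other 1928; and 57 of 100; 52, highest other 1121). Groupings that call several times the real count (2578 against 980) may come from a structure of the samples other than sex and treatment, or from a fit that takes probes of 1 array as replicates and so understates the spread between birds, and neither was tested.

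In females, contigs with a larger effect of T tended to be those higher in control males. The correlation of the effect of T in females with the sex difference of controls was 0.52 across contigs in the medial amygdala and 0.39 in the hypothalamus, but both comparisons use the same control females, which gives 0.50 with no effect at all. The covariance was 0.0383 in the medial amygdala, where 100 simulations of unchanged groups gave 0.0201 to 0.0227, and 0.0170 in the hypothalamus (0.0142 to 0.0160). These simulations, and those for T in males, drew the noise of each contig independently. They leave out deviations that many contigs of a bird share, so their ranges may be too narrow and cannot decide whether a covariance exceeds chance. On arrays with no shared bird the correlation was 0.06 and -0.01, so a hypothesis that T shifts female expression towards that of males remains undecided. For T in males, the correlation with the sex difference was -0.39 and -0.18, with -0.50 from the shared control males alone. The covariance was -0.0192 in the medial amygdala (simulated -0.0223 to -0.02) and -0.0078 in the hypothalamus (-0.016 to -0.0144), and on arrays with no shared bird the correlation was -0.22 and 0.07.

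The pectoralis, which the paper does not report, shared its 4 contigs with the hypothalamus and 2 of them with the medial amygdala, in the same direction. It shared 205 contigs with the hypothalamus and 187 with the medial amygdala with probes as replicates, 0 in opposite directions. T-treated and control birds gave 0 called contigs in the pectoralis with limma, with 1316 contigs in females and 2514 in males at an unadjusted p under 0.05, and in 65 and 280 contigs with probes as replicates. In liver, limma called 0 contigs for the sex difference, for T in females and for T in males (588, 876 and 1611 at an unadjusted p under 0.05; 51, 58 and 166 contigs with probes as replicates), and these counts rest on the labels in doubt. Of the counts at an unadjusted p under 0.05 given here for pectoralis and liver, only that of T in males in the pectoralis exceeded the 5% of contigs expected with no difference. Arrays 7 and 9 of liver and of pectoralis, which pair T-treated with control females, were read by their channel labels, and their titles give the opposite order.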
